# MLL1 is essential for retinal neurogenesis and horizontal inner neuron integrity

**DOI:** 10.1038/s41598-018-30355-3

**Published:** 2018-08-09

**Authors:** Diana S. Brightman, Rachel L. Grant, Philip A. Ruzycki, Ray Suzuki, Anne K. Hennig, Shiming Chen

## Abstract

Development of retinal structure and function is controlled by cell type-specific transcription factors and widely expressed co-regulators. The latter includes the mixed-lineage leukemia (MLL) family of histone methyltransferases that catalyze histone H3 lysine 4 di- and tri-methylation associated with gene activation. One such member, MLL1, is widely expressed in the central nervous system including the retina. However, its role in retinal development is unknown. To address this question, we knocked out *Mll1* in mouse retinal progenitors, and discovered that MLL1 plays multiple roles in retinal development by regulating progenitor cell proliferation, cell type composition and neuron-glia balance, maintenance of horizontal neurons, and formation of functional synapses between neuronal layers required for visual signal transmission and processing. Altogether, our results suggest that MLL1 is indispensable for retinal neurogenesis and function development, providing a new paradigm for cell type-specific roles of known histone modifying enzymes during CNS tissue development.

## Introduction

The vertebrate retina is a central nervous system structure specialized for vision. Six major classes of neurons and one type of glia (Muller) are organized into three cell layers^1^. The outer nuclear layer (ONL) contains rod and cone photoreceptors, which convert light into a neuronal signal. The inner nuclear layer (INL) contains cell bodies of Muller glia and bipolar, horizontal and amacrine interneurons, which mediate transmission and initial processing of the visual signal. Ganglion cells in the ganglion cell layer (GCL) transmit the processed visual information to the brain via the optic nerve. These three cellular layers are connected by two synaptic layers, the outer and inner plexiform layers (OPL and IPL).

Although retina development occurs at different rates in different species, genesis of individual cell types follows a highly conserved order^2^. As the retina develops, multipotent progenitor cells become more lineage-restricted^3^. In mice, retinal neurogenesis occurs between embryonic day E11 and postnatal day P10, prior to eye opening at P14. The early retinal progenitor cells that exit the cell cycle during embryonic (prenatal) development give rise to ganglion, horizontal, cone and some amacrine cells, while later progenitor cells that stop dividing during postnatal development give rise to rod, bipolar, late-born amacrine cells and Muller glia^4^.

Retinogenesis is governed by a genetic program that integrates extrinsic signals to precisely control spatial and temporal patterning of the retina^4,5^. This genetic program is built on a network of lineage-specific transcription factors (TF), many of which are multifunctional and act at specific developmental time points. Several homeodomain TFs, such as RAX^6^, PAX6^7^ and CHX10^8,9^, are expressed by progenitor cells to maintain multipotency. Other TFs specify particular cell types: OTX2^10^, CRX^11,12^ and NRL^13^ specify rod cell fate, while Onecut1 (OC1)^14^, PROX1^15^ and LIM1^16^ are involved in horizontal cell development.

Lineage-specific transcription factors also interact with widely-expressed co-regulators to modulate chromatin accessibility for target gene regulation. These co-regulators include enzymes that catalyze post-translational modifications of histone tails (“histone marks”). Active genes usually carry the positive histone marks H3K4me3 and H3K27Ac, while silent genes are often marked by H3K9me3 and H3K27me3^17,18^.

The histone lysine methyltransferases (KMTs) that “write” the positive marks H3K4me1–3 include the members of mixed-lineage leukemia (MLL) family: MLL1 (KMT2A), MLL2 (KMT2B), MLL3 (KMT2C) and MLL4 (KMT2D). All contain the conserved catalytic SET domain and form large multi-protein complexes to remodel the epigenome^19–21^. Initially discovered through their association with cancer^22,23^, MLLs are essential for organ/tissue genesis. Germline knockout of individual MLLs causes embryonic lethality^24–28^. Targeted inactivation of MLL family members in various cell types has revealed diverse roles in developing^27–33^ and adult animals^21^.

Among the four members, MLL1 (MLL in human) is the most extensively studied. In mice, MLL1 is required for hematopoiesis^29^ and neurogenesis in the postnatal brain, where it regulates neural progenitor proliferation and cell fate specification^33^. MLL1 also plays a role in synaptic plasticity and memory^31,34,35^. In zebrafish, MLL1 is necessary for neural development and progenitor proliferation^36^, suggesting a conserved role in CNS development. However, the role of MLL1 in the development of mammalian sensory neurons, particularly in the visual system, is completely unknown. Using conditional knockout strategies, we have found that MLL1 is essential for retinal structure and function development, particularly in progenitor cell proliferation, cell type composition and neuron-glia balance, horizontal cell differentiation and maintenance, and functional synapse formation. Our study uncovers specific roles of MLL1 in sensory neuronal tissue development, supporting the concept that a general histone modifying enzyme can contribute to cell-type-specific transcriptional regulation.

## Results

### Mll1 is expressed in all neuronal layers of the mouse retina

To determine spatial and temporal patterns of *Mll1* expression in the mouse retina, we analyzed *Mll1* transcript levels and distribution during development. Quantitative real-time PCR (qRT-PCR) assays with *Mll1*-specific “Primer Set 1” (Fig. 1A, Supplementary Table S1) showed that *Mll1* expression was constant from Postnatal day 0 (P0) to P5, but significantly increased in the second postnatal week (Fig. 1B), the crucial period for terminal differentiation of retinal neurons. *In situ* hybridization (ISH) with a *Mll1* probe (Fig. 1A) showed *Mll1* transcripts detectable as early as Embryonic Day 12 (E12), distributed uniformly across the entire neuroblast layer (NBL, Fig. 1C) where neurogenesis occurs. At E16, *Mll1* was expressed in both the NBL and ganglion cell layer (GCL, Fig. 1D). *Mll1* expression was continuously detected in all layers of postnatal developing and mature mouse retinas from P0 to P21 (Fig. 1E–I). Consistent with qRT-PCR results (Fig. 1B), the ISH signal intensity was much higher at P14 compared to P7 and earlier, particularly in the inner nuclear layer (INL) and GCL (Fig. 1H,G). At P14, *Mll1* expression was also seen in the outer nuclear layer (ONL) where differentiated photoreceptor nuclei reside, although the signal was sparse and much weaker than INL and GCL (Fig. 1H). This pattern of *Mll1* expression remained at P21 (Fig. 1I) and throughout adulthood. Overall, *Mll1* is widely expressed in neural progenitors, developing and differentiated neurons, particularly in the inner retina.

**Figure 1:**
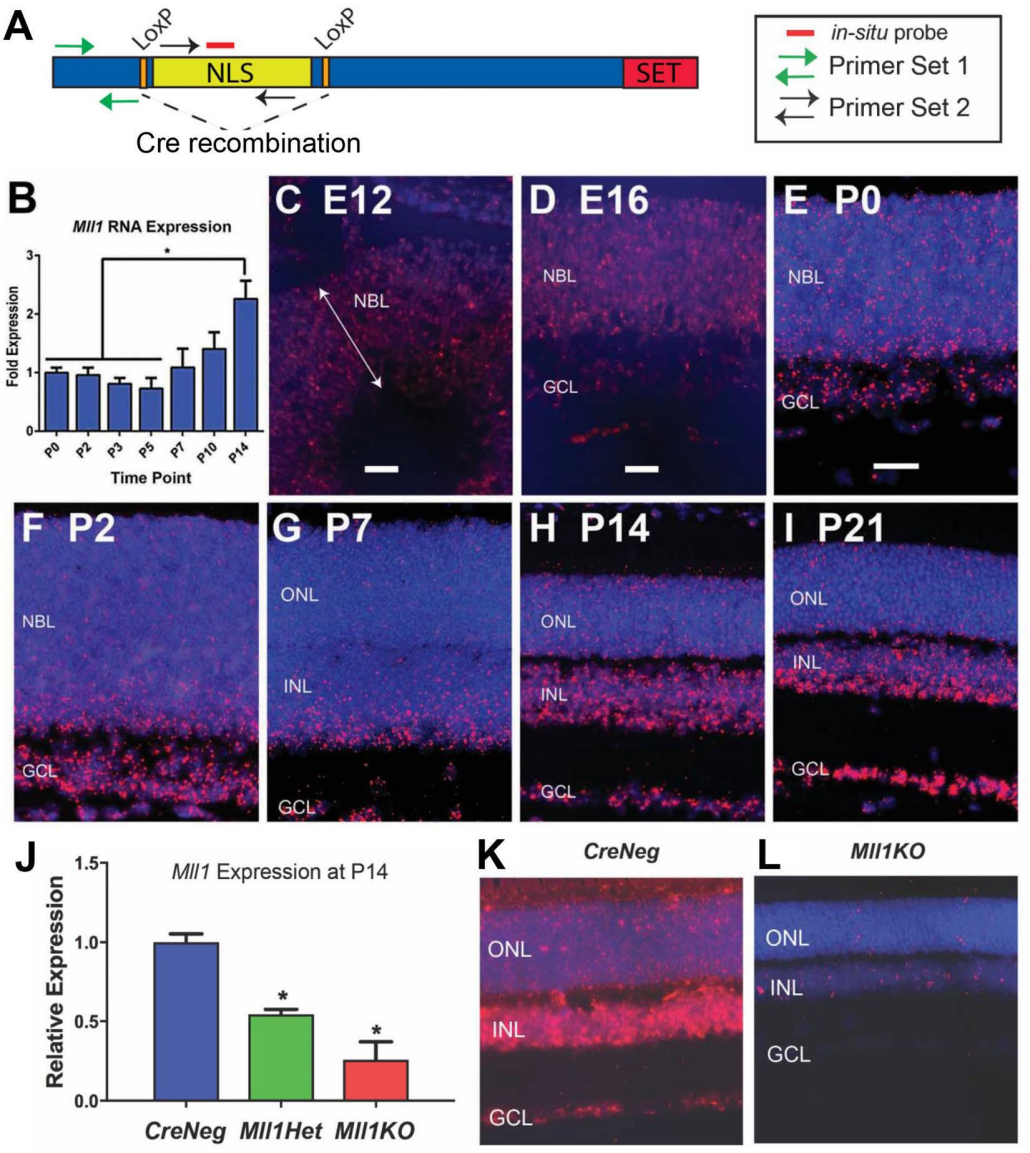
*Mll1* expression in mouse retina and its conditional knockout. (**A**) Diagram of mouse *Mll1* coding sequence showing the positions of the catalytic SET domain and the *LoxP* sites flanking the nuclear localization signals encoded in exons 3-4^29^. The binding sites for the *in situ* probe (red solid line) and two pairs of RT-PCR primers (arrows; sequences given in Supplementary Table S1) are indicated. (**B**) Quantitative RT-PCR analyses of *Mll1* mRNA from the indicated postnatal ages using Primer Set 1, presented as fold expression relative to P0 samples, with error bars representing standard error of mean (SEM, n ≥ 3). *p < 0.05 based on one-way ANOVA with Tukey’s multiple comparisons. (**C–I**) *in situ* hybridization of *Mll1* (red) with DAPI nuclear stain (blue) in retinal cross-sections of wild type (*C57BL/6 J*) mice at the indicated developmental time points. Note that the signal intensity increases in two inner retinal layers at P14 compared to earlier ages. NBL-neuroblast layer; GCL-ganglion cell layer; ONL-outer nuclear layer; INL-inner nuclear layer. Scale bar = 25um for Panels C, D, and E-I. (**J**) Quantitative RT-PCR analyses of *Mll1* mRNA expression using Primer Set 2. The results are presented as fold expression relative to *CreNeg* littermate samples, with error bars representing SEM (n ≥ 3). *p < 0.05 compared to *CreNeg* by one-way ANOVA with Tukey’s multiple comparisons. (**K**,**L**) *In situ* hybridization with *Mll1* probe on retinal cross-sections of 1-month old *CreNeg* and *Mll1KO* mice.

### Generation of *Mll1* conditional knockout in developing retinas

To investigate the role of MLL1 in retinal development we conditionally knocked out *Mll1* in developing mouse retinas using Cre*-LoxP* mediated recombination. We crossed mice carrying *Mll1 flox* alleles^29^ (Fig. 1A) with a *Chx10-Cre* line that expresses Cre recombinase in progenitor cells throughout retinal development^37^. To confirm successful recombination of the *Mll1* floxed region, we performed qRT-PCR for unrecombined *Mll1* RNA using “Primer Set 2” located in the CRE-excised region (Fig. 1A). At P14, the retinas of heterozygous (*Mll1Het*) and homozygous (*Mll1KO*) knockout mice expressed 55% and 26% of normal amounts of *Mll1* mRNA, respectively (Fig. 1J). To reveal the extent of *Mll1* knockout (KO) at the cellular level, we performed *in situ* hybridization (Fig. 1K,L) with a probe specific for unrecombined *Mll1* RNA (Fig. 1A). Compared to *CreNeg* littermates (Fig. 1K), the majority of retinal cells in *Mll1KO* retinas no longer bound probe, although a few cells remained positive for *Mll1* transcript (Fig. 1L). We thus refer to the homozygous *Mll1*^*f/f*^*; Chx10-Cre* mice as *Mll1KO* (or *KO*).

### *Mll1* deficiency causes deficits in retinal function

To determine the consequence of *Mll1* deficiency on overall retinal function, we performed electroretinography (ERG) at 1 month of age (1MO). Both dark-adapted and light-adapted response waveforms from *Mll1KO* mice showed A waves, B waves and oscillatory potentials, with latencies comparable to *CreNeg* littermate controls (Fig. 2A,D). However, *Mll1KO* amplitudes were markedly decreased (Fig. 2A–E) across most of the range of light intensities tested under both conditions. Notably, the dark-adapted amplitude reductions were disproportionally greater for B than A waves (Fig. 2F), suggesting that *Mll1KO* retinas not only have rod/cone dysfunction, but also deficits in visual signal transmission from photoreceptors to inner neurons. These defects did not worsen with age up to 6 months (data not shown) arguing against progressive degeneration in this model. Finally, both heterozygous littermates (*Mll1Het*) and *Cre-*expressing mice lacking floxed *Mll1* alleles showed only non-significant minor reductions in their A- and B-wave amplitudes relative to *CreNeg* controls (Fig. 2B,C,E), indicating that *Mll1* deficiency, not *Cre* expression itself, is responsible for *Mll1KO* functional deficits.

**Figure 2:**
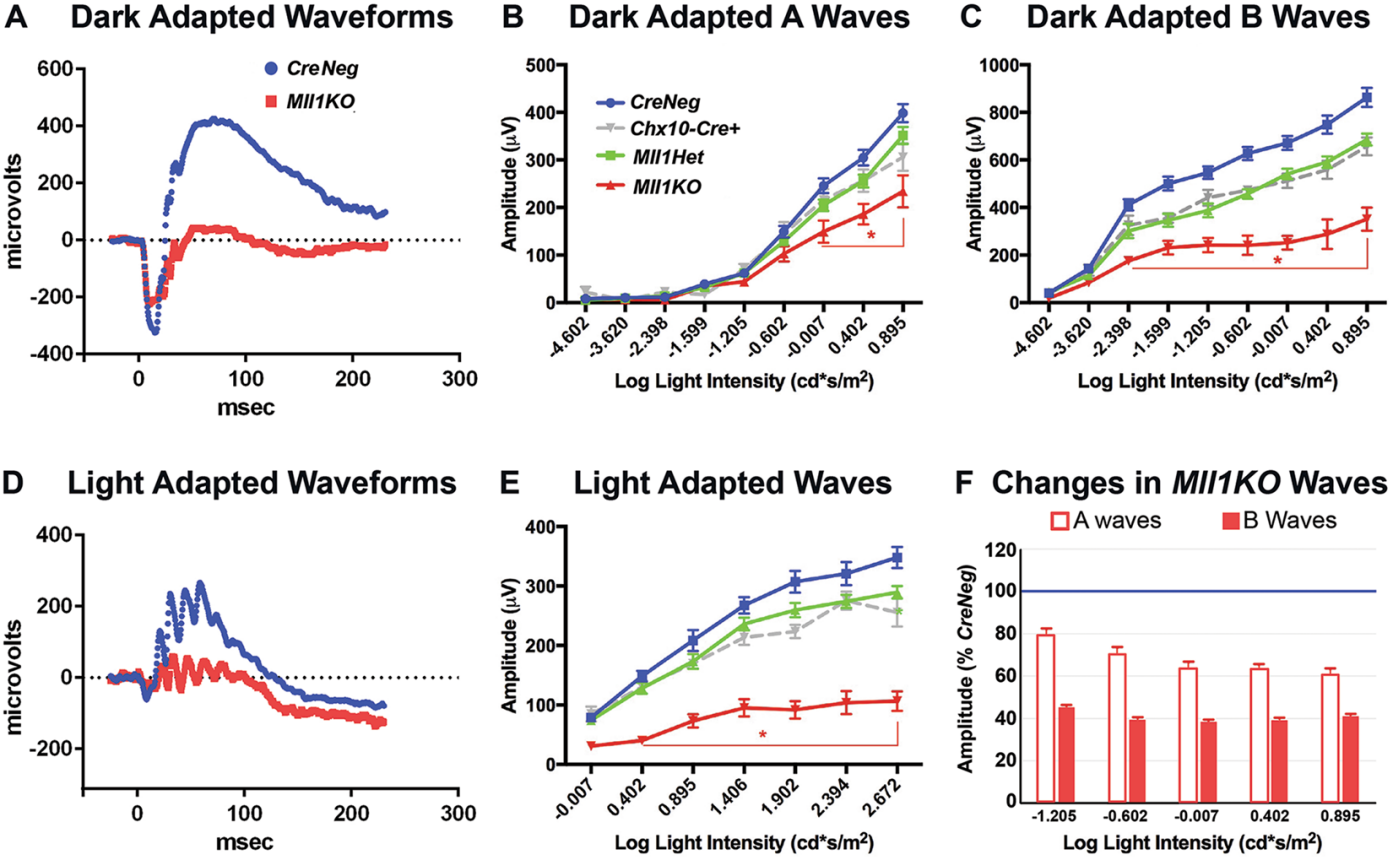
Electroretinogram (ERG) analyses of *Mll1KO* mice and littermate controls. Whole animal dark-adapted (**A–C**) and light-adapted (**D**,**E**) flash ERGs were performed on 1MO mice. (**A**,**D**) Example waveforms in response to the brightest light flash intensity tested. (**B**,**C**,**E**) Mean dark-adapted A and B and light-adapted B wave amplitudes were graphed vs. stimulus light intensity. Error bars represent SEM; *p < 0.05 relative to *CreNeg* controls by two-way repeated measures ANOVA and Tukey’s multiple comparisons (n ≥ 4). (**F**) Dark-adapted *Mll1KO* A and B wave amplitudes for the five brightest flash intensities tested were normalized to the respective mean *CreNeg* amplitudes and graphed.

### *Mll1* deficiency produces thinner retinas, particularly affecting the inner layers

To determine if *Mll1KO* visual functional deficits stem from abnormal retinal architecture, we examined hematoxylin-and-eosin (H&E)–stained P24 retinal cross-sections (Fig. 3). *Mll1KO* young adult retinas looked grossly normal with well-separated neuronal layers, but appeared thinner than *CreNeg* controls (Fig. 3B,A). We measured the thickness of the whole retina and of individual nuclear layers at various distances from the optic nerve head (Fig. 3C–E). The overall retinal thickness was significantly reduced on both the superior and inferior side compared to *CreNeg* littermates (Fig. 3C). Although both ONL (Fig. 3D) and INL (Fig. 3E) were thinner in *Mll1KO* retinas, only the INL changes reached statistical significance, suggesting that thickness reduction of *Mll1KO* retinas is largely attributable to decreases in INL cells and their processes/synapses.

**Figure 3:**
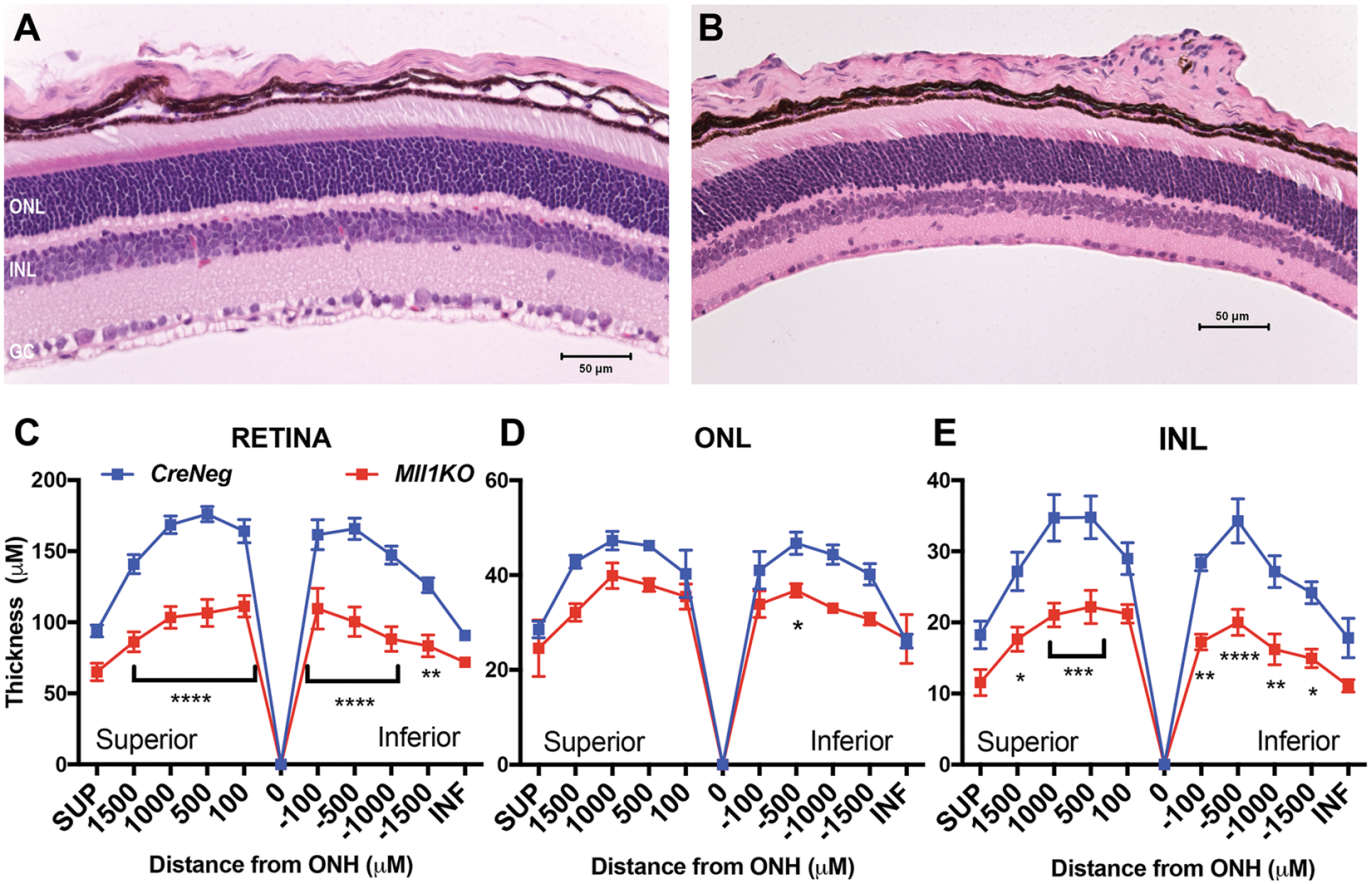
H&E staining of *CreNeg* (**A**) and *Mll1KO* (**B**) retinal cross-sections at P24. (**C–E**) Morphometric quantification of retinal layer thickness at the indicated positions from the optic nerve head (ONH). SUP and INF indicate measurements taken 100um from the superior or inferior edge of the retina. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, based on two-way ANOVA with repeated measures and Sidak’s multiple comparisons test (n = 4). Histologic results at other ages are shown in Supplementary Fig. S1. Cell death in developing retinas assessed by immunostaining for Cleaved Caspase 3 is shown in Supplementary Fig. S2.

We also examined H&E-stained retinal sections at various postnatal ages (Supplementary Fig. S1). At P0, *Mll1KO* retinas were already slightly thinner than *CreNeg* controls (Supplementary Fig. S1A-D). At P7, *Mll1KO* retinas showed normal ONL and INL separation (Supplementary Fig. S1F vs S1E), but were significantly thinner than *CreNeg* controls, particularly the INL (Supplementary Fig. S1G-I). *Mll1KO* retina and INL thickness reductions persisted at P14 (Supplementary Fig. S1J-N) and into young adulthood (Fig. 3). Morphometric analyses performed at 7 months showed a similar pattern (Supplementary Fig. S1O-S), consistent with the relatively constant ERG amplitude reductions. Together, these results suggest that the functional and morphological abnormalities that develop in *Mll1KO* retinas during neurogenesis and terminal differentiation do not trigger retinal degeneration.

To investigate the cause of retinal thinning in *Mll1KO* mice, we immunostained for activated Caspase-3 at five different developmental ages, E16, P0, P3, P7 and P14. The number of apoptotic cells was comparable or decreased compared to controls at all ages (Supplementary Fig. S2). Thus, the thinning of *Mll1KO* retinas is unlikely due to increased cell death.

### *Mll1* deficiency reduces progenitor cell proliferation and cell cycle progression

To determine if decreased cell proliferation contributed to *Mll1KO* retinal layer thinning, we performed Ki67 immunostaining for proliferating cells in retinal cross sections of *Mll1KO* and *CreNeg* control mice. Figure 4A–C show representative images taken at P0, when altered retina thickness was initially detected in *Mll1KO* retinas. The number of Ki67+ proliferative cells was moderately decreased in *Mll1KO* but not heterozygous (*Mll1Het*) retinas, compared to *CreNeg* littermates (Fig. 4D). Decreased Ki67+ cells were also observed in *Mll1KO* retinas at P3 and P5 (data not shown) and confirmed by 5-Ethynyl-2′-deoxyuridine (EdU) incorporation experiments (Supplementary Fig. S3A). Thus, *Mll1*-deficient progenitor cells prematurely lose their proliferation potential.

**Figure 4:**
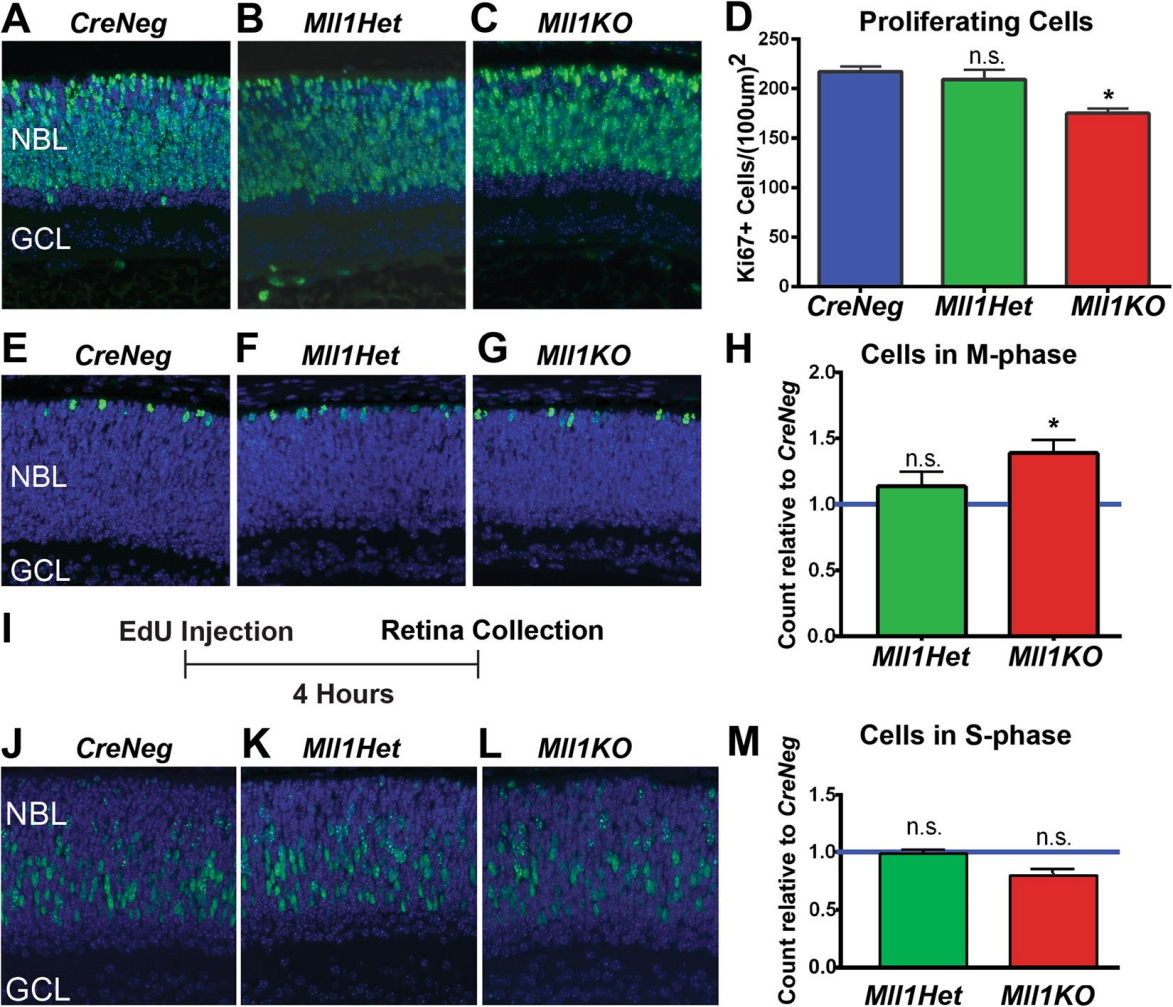
Loss of *Mll1* in retinal progenitor cells results in proliferation and cell cycle defects. (**A-C**) Ki67 immunostaining (green) for proliferative cells with DAPI nuclear stain (blue) of retinal cross-sections in *CreNeg* (**A**), *Mll1Het* (**B**) and *Mll1KO* (**C**) mice at P0. (**D**) Quantification of Ki67 + cells in three 100 μm^2^ regions per cross-section, three cross-sections per sample and three samples per genotype. Results are displayed as mean + SEM (n = 3). (**E–G**) Phospho-histone H3 (PH3) immunostaining (green) with DAPI (blue) of the same samples for cells in mitotic (M-) phase of the cell cycle. (**H**) Quantification of the number of Ki67+ cells positive for PH3 per cross-section, normalized to the number in *CreNeg* sections. The results are displayed as mean + SEM. (**I**) To determine S-phase cells in P0 retinas, EdU was injected IP into P0 mouse pups, and retinas harvested 4 hours later. (**J–L**) EdU labeled cells (green) with DAPI (blue) in retinal cross-sections of harvested retinas. (**M**) Quantification of the number of Ki67+ cells reactive for EdU in three 100 μm^2^ regions per cross-section, relative to the number in *CreNeg* sections. The results are displayed as mean + SEM. *p < 0.05, n.s. = not significant by two-way ANOVA with Tukey’s multiple comparisons (n = 3). Antibody information is given in Supplementary Table S2. Reductions in proliferating cells were also detected in *Mll1KO* retinas at P3 and P5 using EdU pulse-labeling (Supplementary Fig. S3A).

To determine which phase of the cell cycle was affected, first we immunostained P0 retinal sections for phospho-histone H3 (PH3) to mark cells in mitosis (M-phase). PH3+ cells were detected at the outer retinal neuroblast layer (NBL) of all genotypes (Fig. 4E–G). When counted and adjusted for the number of Ki67-labeled proliferating cells, cells in M-phase were slightly but significantly increased in *Mll1KO* retinas relative to *CreNeg* controls, while *Mll1Het* M-phase cells showed no significant changes (Fig. 4H). Next, we assessed S-phase cell numbers by EdU pulse labeling (Fig. 4I): After a 4-hour pulse, labeled cells were mostly distributed in the inner part of the NBL, and *Mll1KO* retinas had fewer S-phase cells than *CreNeg* and *Mll1Het* retinas (Fig. 4J–L). Because of differences in Ki67+ cell numbers between genotypes, we counted the number of cells positive for both Ki67 and EdU to determine whether the proportions of proliferating cells in S-phase differed. Both *Mll1KO* and *Mll1Het* proliferating progenitor cell populations had comparable percentages of S-phase cells to *CreNeg* controls (Fig. 4M). This disproportionate M-phase cell increase suggests that MLL1 regulates M-phase progression in retinal progenitors.

MLL1 is known to be required for normal cell cycle progression in cultured cells by regulating cyclins, cyclin-dependent kinases (CDKs) or inhibitors^38^. To test if cyclin-related genes are expressed normally in neonatal retinas of *Mll1KO* mice, we immunostained P0 retinas for cyclin D1 (CCND1)^39,40^ and the CDK inhibitor P27^Kip1^^41,42^, both of which regulate appropriate RPC cycling in developing retinas. The number of CCND1-positive cells was comparable in P0 *Mll1KO* vs. *CreNeg* control retinas (Supplementary Fig. S3B,C), suggesting that *Mll1KO* retinas retain the capability to express *CCND1* during the cell cycle, at least in P0 retinas. However, the number of P27^Kip1^-positive cells was significantly lower in *Mll1KO* than in *CreNeg* controls (Supplementary Fig. S3D,E). Since P27^Kip1^ is expressed both in cycling cells and transiently in all post-mitotic retinal lineages^42^, this reduction likely reflects the decreased number of proliferating cells and their progeny in *Mll1*-deficient retinas (Fig. 4D). These results support the reasoning that early postnatal *Mll1KO* retinas exhibit a defect in RPC proliferation and cell cycle progression that does not directly impair expression of Cyclin D1.

### *Mll1* deficiency alters retinal cell composition and neuron-to-glia ratio

To determine if retinal progenitor cell loss affects cell type composition in mature *Mll1KO* retinas, we quantified early vs. late-born cell types in P24 retina cross-sections after cell differentiation is complete. We focused on cells of the inner retina, since this layer is significantly affected in *Mll1KO* retinas (Fig. 3). Figure 5A shows retinal sections stained with markers for ganglion (GC), horizontal (HC), starburst amacrine (AC) and rod ON-bipolar (BC) neurons and Muller glia (MG). Each neuronal cell type was present but decreased in *Mll1KO* compared to *CreNeg* retinas, with HC and AC populations affected the most (Fig. 5A,B). In contrast, MGs were present in comparable numbers.

**Figure 5:**
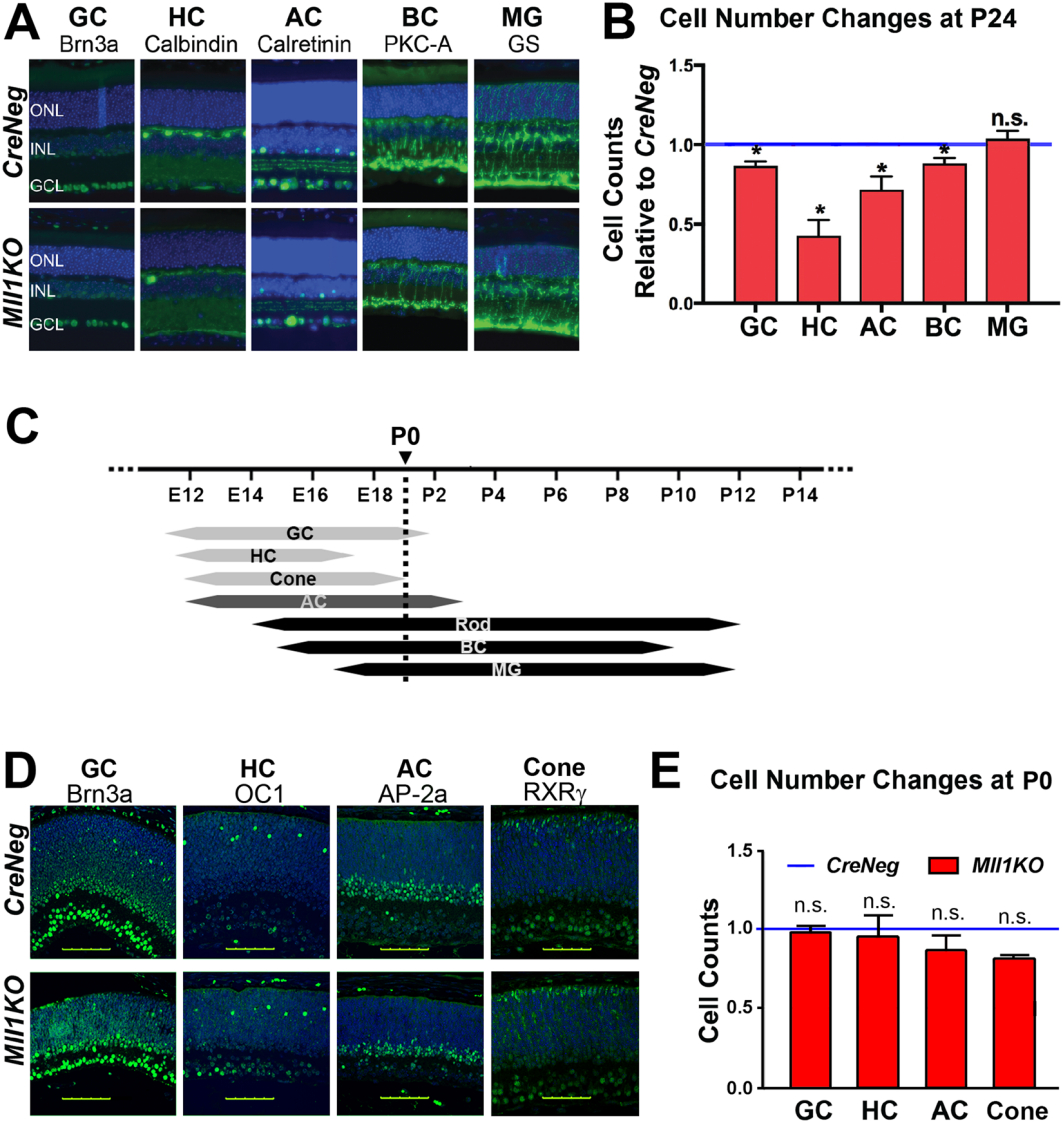
*Mll1* deficiency alters the retinal cell type composition at P24 but not at P0. (**A**) Immunostaining of retinal cross-sections from P24 *CreNeg* and *Mll1KO* mice with antibodies to specific markers for inner retinal cell types (green): Brn3a for Ganglion Cells (GC); Calbindin for Horizontal Cells (HC); Calretinin for starburst Amacrine Cells (AC); Protein Kinase C-alpha (PKC- A) for On-Bipolar Cells (BC); Glutamine Synthetase (GS) for Muller Glia (MG). Antibody information is given in Supplementary Table S2. (**B**) Cell count changes of each inner retinal cell type in *Mll1KO* retinas, presented as mean cell number relative to *CreNeg*, with error bars representing standard error of mean (SEM, n = 4). *p < 0.01, n.s. = not significant by two-way ANOVA. **(C)** Schematic diagram showing when progenitors of each retinal cell type exit the cell cycle. Early-born cell types include GC, HC, and Cone (light gray arrows); late-born cell types include Rod, BC, and MG (black bars). Different subtypes of amacrine cells (ACs) are born at both early and late times (indicated by dark gray bar). (**D**) Immunostaining of P0 retinal cross-sections for markers of early-born cell types: Brn3a for GC, Onecut1 (OC1) for HC, AP-2 alpha (AP-2a) for early-born AC and RXRγ for Cone. (**E**) The number of cells reactive for each marker per retina cross-section was counted. Results are presented as mean cell number relative to *CreNeg* with error bars representing SEM. n.s. = not significant by two-way ANOVA with Tukey’s multiple comparisons (n = 3).

To determine the source of these cell composition changes, we first investigated whether retinal progenitor cells (RPCs) produced the expected numbers of committed neuronal precursors. During mouse development, RPCs generate each of the seven major retinal cell types within a defined period (Fig. 5C)^2,3^. We began by staining P0 retinas for specific transcription factors in different early-born cell types, GC (Brn3a), HC (OC1), early-born AC (AP2α) and Cone (RXRγ) (Fig. 5D). Cell counts showed that, at P0, the numbers of each early-born cell type are comparable in *Mll1KO* vs. *CreNeg* control retinas (Fig. 5E), suggesting that early RPC-mediated neurogenesis is largely unaffected in *Mll1*-deficient retinas. Thus, unknown post-neurogenic mechanisms must account for the loss of early-born cells at later ages.

Next, we examined the cell types generated from late RPCs using EdU pulse-chase. EdU-labeled P3 retinal progenitors were assessed for their fate choices at P14, when retinal cell type specification is complete^5^ (Fig. 6A). P3 progenitors give rise to Rod, BC and a few AC neurons, and Muller glia^5^. As expected, cross-sections of P14 *CreNeg* retinas showed many EdU+ cells in both the ONL and INL with a periphery-to-central gradient (Fig. 6B,B’,B”). In contrast, *Mll1KO* retinas had fewer EdU+ cells, mostly seen in the far peripheral regions (Fig. 6C,C’,C”). Quantification revealed approximately one-third as many EdU+ cells in *Mll1KO* as *CreNeg* retinas (Fig. 6D), consistent with the decreased proliferation described above.

**Figure 6:**
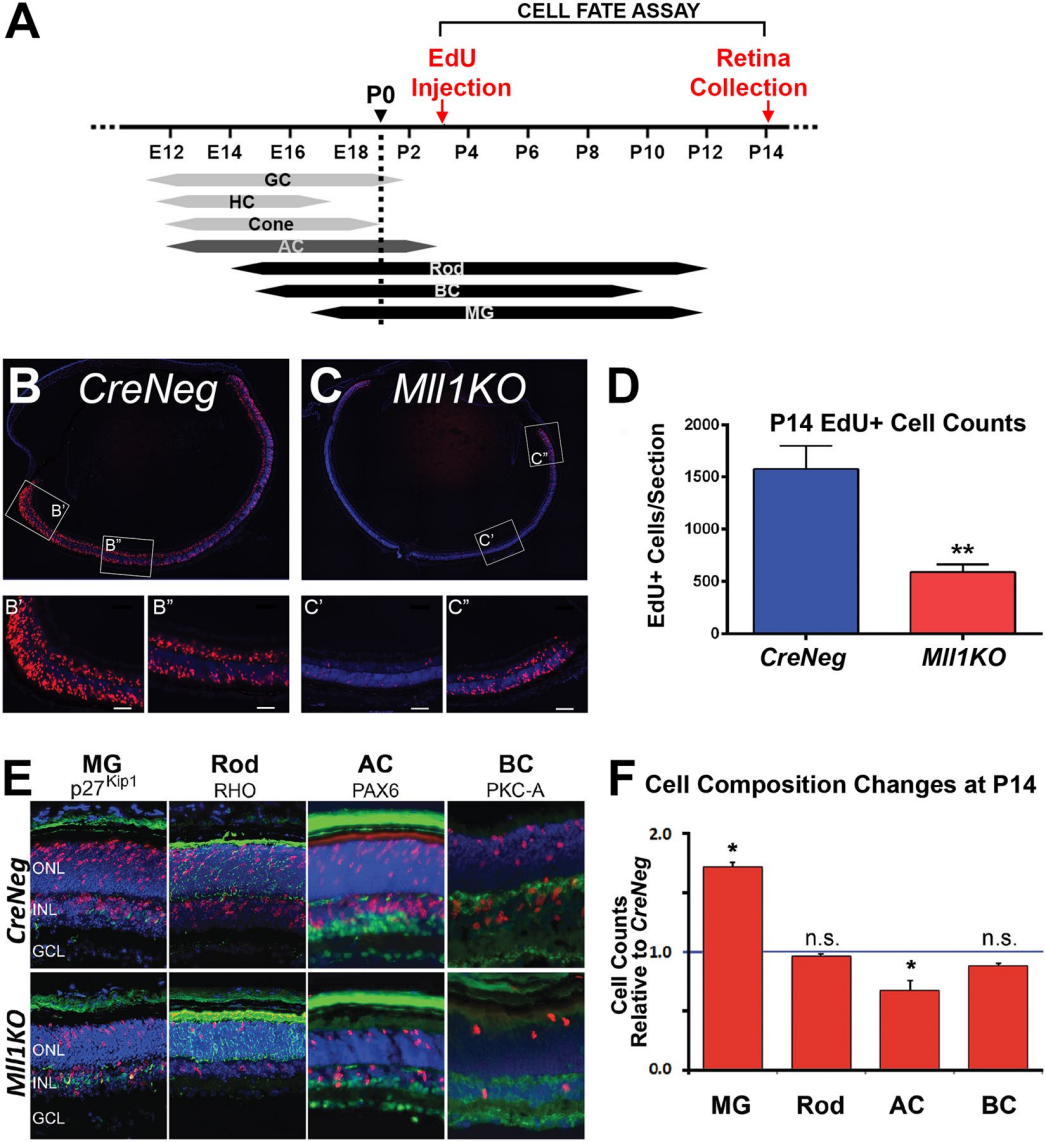
*Mll1* deficiency alters neurogenic vs gliogenic capacity of late progenitor cells. **(A)** Schematic diagram showing experimental strategy for labeling late-born cells: P3 mouse pups were IP injected with EdU. At P14 retinas were collected to count numbers of four late-born cell types. (**B**,**C)** Distribution of EdU positive cells (red) in DAPI-labeled *CreNeg* (**B**) and *Mll1KO* (**C**) P14 retina cross-sections. Inserts (B’,B”,C’,C”) show details at higher magnification of the areas indicated. (**D**) Quantification of EdU positive cells across entire retinal cross-sections, three sections per sample and three samples per genotype. Results are represented as mean + SEM. Two-way ANOVA, **p < 0.0001. (**E**) Retina sections labeled for EdU (red) were co-stained with antibodies for cell fate markers (green) as indicated. (**F**) Cell counts for the different cell types derived from P3 EdU-labeled progenitor cells in *Mll1KO* retinas (red bars), normalized to counts from *CreNeg* littermates. Error bars represent SEM from three biological replicates (n = 3). *p < 0.05, n.s. = not significant by two-way ANOVA with Sidak’s multiple comparisons.

We then co-immunostained retinal cross-sections for four late-born cell types expected from the EdU-labeled cells (Fig. 6E): MG (p27^Kip1^), Rod (RHO), AC (PAX6) and Rod ON-BC (PKC-A). Quantification of double-positive cells (Fig. 6F) revealed that the number of EdU-labeled MG per *Mll1KO* retinal section was almost twice the mean number in *CreNeg* sections, while the number of ACs was reduced by 20%. The proportion of rods and BCs were also slightly but not significantly reduced in the mutant retinas. Thus, P3 progenitor cells in *Mll1*-deficient retinas over-produced glial cells at the expense of neurons, especially AC, suggesting a role of MLL1 in establishing the appropriate cell composition and neuron-to-glia ratio during retinogenesis.

### RNAseq analysis supports complex changes of retinal cell composition

To determine if the altered cell composition correlated with gene expression changes in specific retinal cell types (subtypes), RNAseq analysis was performed on triplicate retinal samples of *Mll1KO* (*KO*) and *wild-type* (*WT*) control mice at P14. 

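Retinas of P14 Mll1KO mice and of P14 C57BL/6J mice (WT) were compared, with 3 libraries per genotype and RNA of 2 retinas in each library. Kmt2a, the gene that encodes MLL1 (ENSMUSG00000002028, chromosome 9 of GRCm38 from 44803355 to 44881296), had 36.1, 36.9 and 34.6 RPKM in WT libraries a, b and c and 22.9, 20.4 and 22.3 RPKM in Mll1KO libraries a, b and c. Its mean was 21.8 ± 1.3 RPKM in Mll1KO and 35.9 ± 1.2 RPKM in WT (SD, n = 3 each), or 60.9% of WT, with a log2 fold change of −0.70 (standard error 0.05, adjusted p = 2.72e-05 from limma). Cre removes only the floxed part of the gene shown in Fig. 1A, so this value also counts reads from the exons that stay in the allele. Xist, the RNA that coats the inactive X chromosome of female cells, stood at 71.7, 75.8 and 72.5 RPKM in WT libraries a, b and c and at 129.6, 0.590 and 128 RPKM in Mll1KO libraries a, b and c. Both sexes entered each experiment of the study, and the sex of each pooled pair of retinas is not given with the libraries. By Xist, female tissue was nearly or fully absent from Mll1KO library b, so sex make-up differed among the Mll1KO libraries. All 3 WT values lay between that of Mll1KO library b and those of a and c, so sex make-up may also differ between the genotypes. Sex was not a term in the tests. Genes of the retinal pigment epithelium varied between libraries of the same genotype. The mean of 7 such genes, relative to the WT mean on the log2 scale, was 0.17, −0.77 and 0.60 in WT libraries a, b and c and −0.70, 0.27 and −0.65 in Mll1KO libraries a, b and c.
The authors sequenced single-end reads, aligned them with STAR, counted reads per gene with featureCounts, compared the genotypes with edgeR and deposited RPKM values (reads scaled to gene length and library size). The gene lengths and library sizes behind them were not at hand, but for 99.99% of genes the values of the 6 libraries were whole numbers of reads to within 0.1 read. The library sizes recovered in this way were 23836030, 19777210 and 19323510 reads for WT libraries a, b and c and 23348928, 19855966 and 17961098 reads for Mll1KO libraries a, b and c. A gene had a median of 775 reads in a library. Each of the 11339 genes in the deposited table has more than 5 CPM (reads scaled to library size) in all 6 libraries, so a gene below that level in any library, in either genotype, is not measured here. Each gene was tested on log2(RPKM + 0.5) with limma's trended variances and genotype as the only term, and was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are Mll1KO over WT on that log2 scale, which makes those of genes with low RPKM smaller. RPKM values are relative to the RNA of a library, so they do not show a change in the amount of RNA per retina.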

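Of 11339 genes, 1001 were higher and 1650 were lower in Mll1KO than in WT retinas. Most changes were small, and 177 of the higher and 196 of the lower genes had an absolute log2 fold change of at least 0.5. The gene with the largest increase was Abcd4, which encodes an ABC transporter, at 56.2 ± 0.39 RPKM in Mll1KO and 7.26 ± 0.55 RPKM in WT (SD, n = 3 each; log2 fold change 2.87, adjusted p = 3.4e-09 from limma). It lies on chromosome 12 of GRCm38 from 84601464 to 84617413. The gene with the largest decrease was Kif19a, a kinesin motor gene on chromosome 11 from 114765388 to 114790739, at 4.26 ± 0.50 RPKM in Mll1KO and 18.0 ± 1.7 RPKM in WT (SD, n = 3 each; log2 fold change −1.96, adjusted p = 2.45e-06 from limma).
Among the 12 genes with the largest increases were also Guca1a (1.55), which encodes a guanylate cyclase activator of photoreceptors, the transcription factor gene Mef2c (1.51), the brain proteoglycan gene Bcan (1.51), the cystine transporter gene Slc7a11 (1.51), the enkephalin precursor gene Penk (1.44) and the collagen gene Col1a2 (1.34), with log2 fold changes in parentheses. The remaining 5 were 5430419D17Rik (2.19), BC055402 (2.17), Syne3 (1.88), Gckr (1.75) and 2900052N01Rik (1.43). The 12 increases, like the 12 decreases, were ranked among called genes whose libraries do not overlap between genotypes. The 12 such genes with the largest decreases included the chaperone gene Hspa8 (−1.86), Crym (−1.0) and Mab21l2 (−1.70), a gene of eye development. Also among them were the neuronal tubulin gene Tubb2b (−1.31), the nicotinic receptor gene Chrna3 (−1.02) and the ganglion cell transcription factor gene Pou4f2 (−1.02). The other 5 were Bahcc1 (−1.48), Islr2 (−1.14), Six3os1 (−1.12), Pcsk6 (−1.09) and Tnfrsf8 (−1.02). For all 24, a call and the separation of the 3 Mll1KO from the 3 WT libraries were thus conditions of choice. Their adjusted p ranged from 3.4e-09 to 0.000344 from limma. Of all 11339 genes, 41.1% were separated in this way. Hspa8 and 2900052N01Rik lie within 10 Mb of Kmt2a.
Over the same genes, Spearman's rank correlation was 0.993 to 0.995 between libraries of the same genotype (6 pairs, median 0.995) and 0.983 to 0.987 between libraries of different genotype (9 pairs, median 0.985). Every pair of the same genotype lay above every mixed pair. The first principal component of the log2 values held 63.5% of their variance. Lower calls made up 62.2% of all calls, a share that was 46.8% with median-of-ratios scaling (1279 higher, 1125 lower), 48.7% with upper quartile scaling (1249 higher, 1186 lower) and 94.8% when libraries were scaled to the rod genes (375 higher, 6816 lower). Without WT replicate b 1025 genes were lower, and without Mll1KO replicate c 1051.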

Spearman correlation coefficients of RNAseq datasets (Supplementary Fig. S4) showed that replicates within each genotype group clustered together, and the *KO* samples were clearly distinct from the *WT* samples, indicating altered gene expression in *KO* retinas. Genes representing different cell types were grouped according to previously-published datasets defined by retinal single-cell drop-seq^43^, and plotted according to expression differences between *KO* vs. *WT*. Figure 7A shows expression level trends of genes expressed in six neuronal and Muller glial cell types. Overall, four gene groups representing horizontal, ganglion, amacrine and bipolar neurons were decreased in *Mll1KO*, while genes transcribed by rod/cone photoreceptors and Muller glia cells were expressed higher in *Mll1KO* than *WT*. 

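Genes of 7 retinal cell types, listed from known markers and not from the drop-seq groups of Fig. 7A, differed in direction in Mll1KO retinas. Of 18 measured ganglion cell genes, 16 were lower and none was higher, with a median log2 fold change of −0.53 (17 lower when adjusted over the list alone). Of 10 horizontal cell genes, 6 were lower and 1 was higher, with a median of −0.46 (2 higher and 6 lower when adjusted over the list alone). Of 29 bipolar cell genes, 15 were lower and 2 were higher, with a median of −0.21 (3 higher and 16 lower when adjusted over the list alone). Photoreceptor and glial genes went the other way. Of 18 rod genes, 11 were higher and 1 was lower, with a median of 0.24 (13 higher and 3 lower when adjusted over the list alone). Of 14 cone genes, 7 were higher and 2 were lower, with a median of 0.21 (8 higher and 3 lower when adjusted over the list alone). Of 25 Müller glia genes, 10 were higher and 4 were lower, with a median of 0.09 that turns to −0.09 when libraries are scaled to the rod genes (10 higher and 4 lower when adjusted over the list alone). Amacrine cell genes were mixed, with 9 of 26 lower, 4 higher and 13 not past the test and a median of −0.09 (8 higher and 9 lower when adjusted over the list alone).
Against all other genes, limma's camera test with a preset correlation of 0.01 called the ganglion (adjusted p = 1.4e-10), horizontal (adjusted p = 0.00367) and bipolar (adjusted p = 0.0025) lists lower. The same limma test called the rod (adjusted p = 4.41e-06), cone (adjusted p = 0.00998) and Müller glia (adjusted p = 0.0105) lists higher. The limma test did not call the amacrine list (adjusted p = 0.943). No list passes camera with an estimated correlation, where the adjusted p was 0.122 for ganglion, 0.274 for horizontal, 0.183 for bipolar, 0.116 for rod, 0.184 for cone and 0.122 for Müller glia genes. In the mean over a list's genes, the 3 Mll1KO libraries lay on the same side of all 3 WT libraries for each list except the amacrine one (exact two-sided permutation p = 0.1 for each, the smallest possible, and 0.4 for the amacrine list), a test chosen after values were seen. The median of the amacrine list moves to −0.04 without Mll1KO replicate a and −0.04 without Mll1KO replicate b.
From its own gene groups, the paper reasons that the results of RNAseq support changes in cell composition and in the neuron-to-glia ratio from late progenitor cells (Figs 5 and 6).

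**Figure D1:**
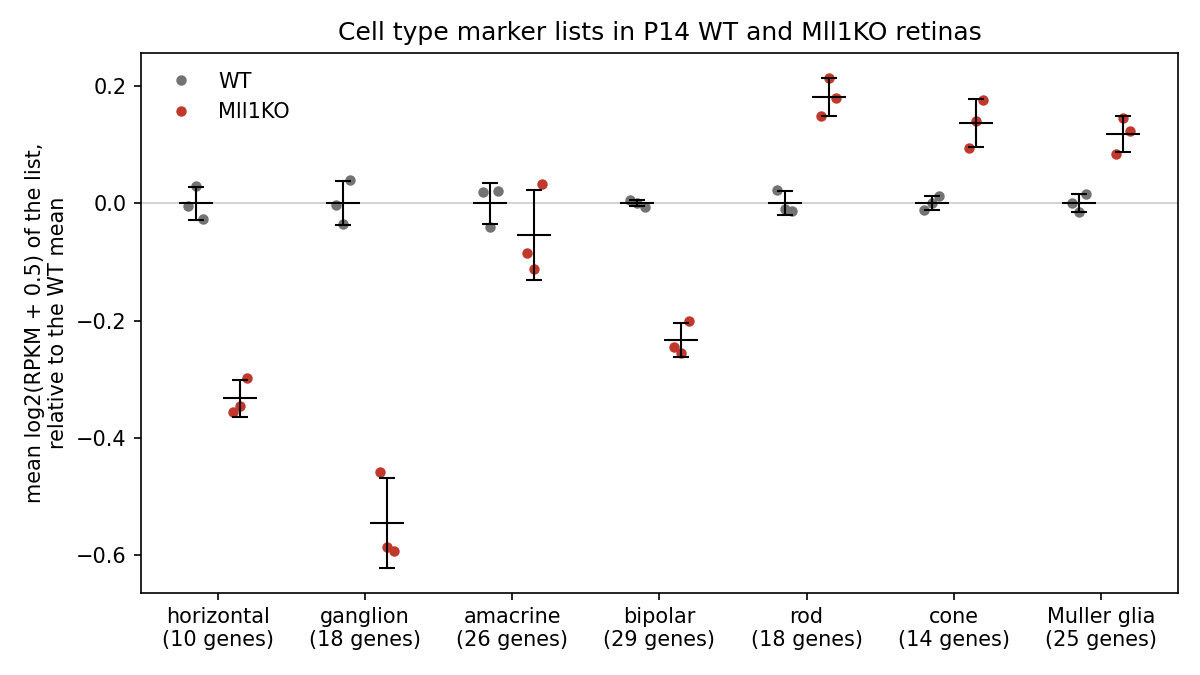
Mean log2(RPKM + 0.5) over the genes of each cell type list in each library, relative to the mean of the WT libraries (vertical axis), for 7 lists (horizontal axis, with the number of genes), with points for the 3 WT (grey) and 3 Mll1KO (red) libraries and bars for the mean ± SD. The Mll1KO mean was −0.55 for ganglion, −0.33 for horizontal, −0.23 for bipolar and −0.05 for amacrine cell genes, 0.18 for rod and 0.14 for cone genes, and 0.12 for Müller glia genes, whose median turns to −0.09 when libraries are scaled to the rod genes.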

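Of 8 genes of OFF cone bipolar cells, 7 were lower and 1 was higher in Mll1KO (1 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of −0.64. The homeobox gene Vsx1 was at 4.73 ± 0.37 RPKM in Mll1KO and 8.18 ± 0.44 RPKM in WT (SD, n = 3 each; log2 fold change −0.73, adjusted p = 0.000111 from limma). Neto1, which encodes an auxiliary protein of kainate receptors, was at 2.99 ± 0.13 RPKM in Mll1KO and 5.99 ± 0.19 RPKM in WT (SD, n = 3 each; log2 fold change −0.89, adjusted p = 1.5e-05 from limma). The single higher gene was the synaptotagmin gene Syt2 (0.19), named after its value was seen. Of 14 genes of rod and ON bipolar cells, 5 were lower, none was higher and 9 did not pass the test (1 higher and 6 lower when adjusted over the list alone), with a median of −0.05. The transduction channel gene Trpm1 (−0.53), the LIM homeobox gene Isl1 (−0.55), Gpr179 (−0.29), Car8 (−0.29) and the glutamate receptor gene Grm6 (−0.26), the last named after its value was seen, were lower. Prkca, which encodes the rod bipolar marker protein kinase C alpha, was at 47.7 ± 0.49 RPKM in Mll1KO and 51.2 ± 1.2 RPKM in WT (SD, n = 3 each; log2 fold change −0.10, adjusted p = 0.0793 from limma). Pcp2 had a log2 fold change of 0.07, adjusted p = 0.467 from limma. Camera called the OFF cone list lower (camera adjusted p = 0.000115; adjusted p = 0.116 with an estimated correlation) and did not call the rod and ON list (adjusted p = 0.302). The mean of the OFF cone list minus that of the rod and ON list was −0.38 ± 0.05 in Mll1KO (SD, n = 3) relative to WT, where the SD was 0.01 (n = 3; exact two-sided permutation p = 0.1, the smallest possible). It is 1 of 8 such differences between lists that were computed, all chosen after values were seen. When scaled to the rod genes, Prkca was called lower (adjusted p = 0.000498 from limma), among 6816 of 11339 genes.
Amacrine cell genes went both ways. The transcription factor genes Ebf3 (−0.51), Pax6 (−0.35) and Tfap2a (−0.34), the calcium-binding protein gene Calb2 (−0.50) and Gad2 (−0.52), which makes GABA, were lower. Gad1, the other GABA-synthesizing gene, was higher (0.30), as were the tachykinin gene Tac1 (0.60), the glycine transporter gene Slc6a9 (0.24) and C1ql2 (0.36), the last named after its value was seen. Of 10 genes of the earlier-born GABAergic and starburst amacrine cells, 2 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone), with a median of 0.07 and a camera adjusted p of 0.186. Of 7 genes of the later-born glycinergic amacrine cells and those that are neither GABAergic nor glycinergic (nGnG), 2 were higher and 1 was lower (2 higher and 1 lower when adjusted over the list alone), with a median of 0.10, a mean of −0.00 and a camera adjusted p of 0.506. With 1 library left out, the median of the later-born list moves to 0.04 without WT replicate b and 0.02 without Mll1KO replicate c, and that of the earlier-born list to 0.04 without Mll1KO replicate c. The second glycine transporter gene, Slc6a5 (0.26), lost its call without WT replicate a, b or c or Mll1KO replicate a or c (adjusted p = 0.0632 to 0.112 from limma) and with the replicate letter as a block (adjusted p = 0.0625 from limma). Scaled to the rod genes, Slc6a5 (adjusted p = 0.317 from limma), Gad1 (adjusted p = 0.128 from limma) and Slc6a9 (adjusted p = 0.274 from limma) were not called. The mean of the later-born list minus that of the earlier-born list was −0.07, −0.04 and −0.03 in Mll1KO libraries a, b and c and 0.02, −0.00191 and −0.02 in WT libraries a, b and c, a difference of −0.05 on the log2 scale (exact two-sided permutation p = 0.1, the smallest possible). From medians of the lists in place of means the difference was 0.06, with the opposite sign.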

Further analyses for AC and BC subtypes (Supplementary Fig. S5A) showed decreased gene expression in all BC subtypes in *Mll1KO*, while gene expression levels varied in different AC subtypes, with late-born AC subtypes showing greater reductions than earlier-born subtypes (Supplementary Fig. S5B)^43^. 

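Transcripts of Müller glia were raised relative to those of inner neurons in Mll1KO. The mean over 25 Müller glia genes minus the mean over 83 genes of horizontal, ganglion, amacrine and bipolar cells was 0.34, 0.44 and 0.35 in Mll1KO libraries a, b and c, on the log2 scale relative to the WT mean. In WT libraries a, b and c it was −0.00707, 0.00133 and 0.00574. All 3 Mll1KO libraries stood above all 3 WT libraries (exact two-sided permutation p = 0.1, the smallest possible). Since both means come from the same library, this difference does not depend on how libraries are scaled, apart from the pseudocount. It was chosen after values were seen. The Müller glia list itself had a mean of 0.12 in Mll1KO relative to WT, below the 0.18 of the rod list. Most of the difference thus lay in lower inner neuron genes.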

Overall, RNAseq results support cell composition changes and altered neuron-to-glia ratio from the late RPCs in *Mll1KO* retina (Figs 5 and 6).

**Figure 7:**
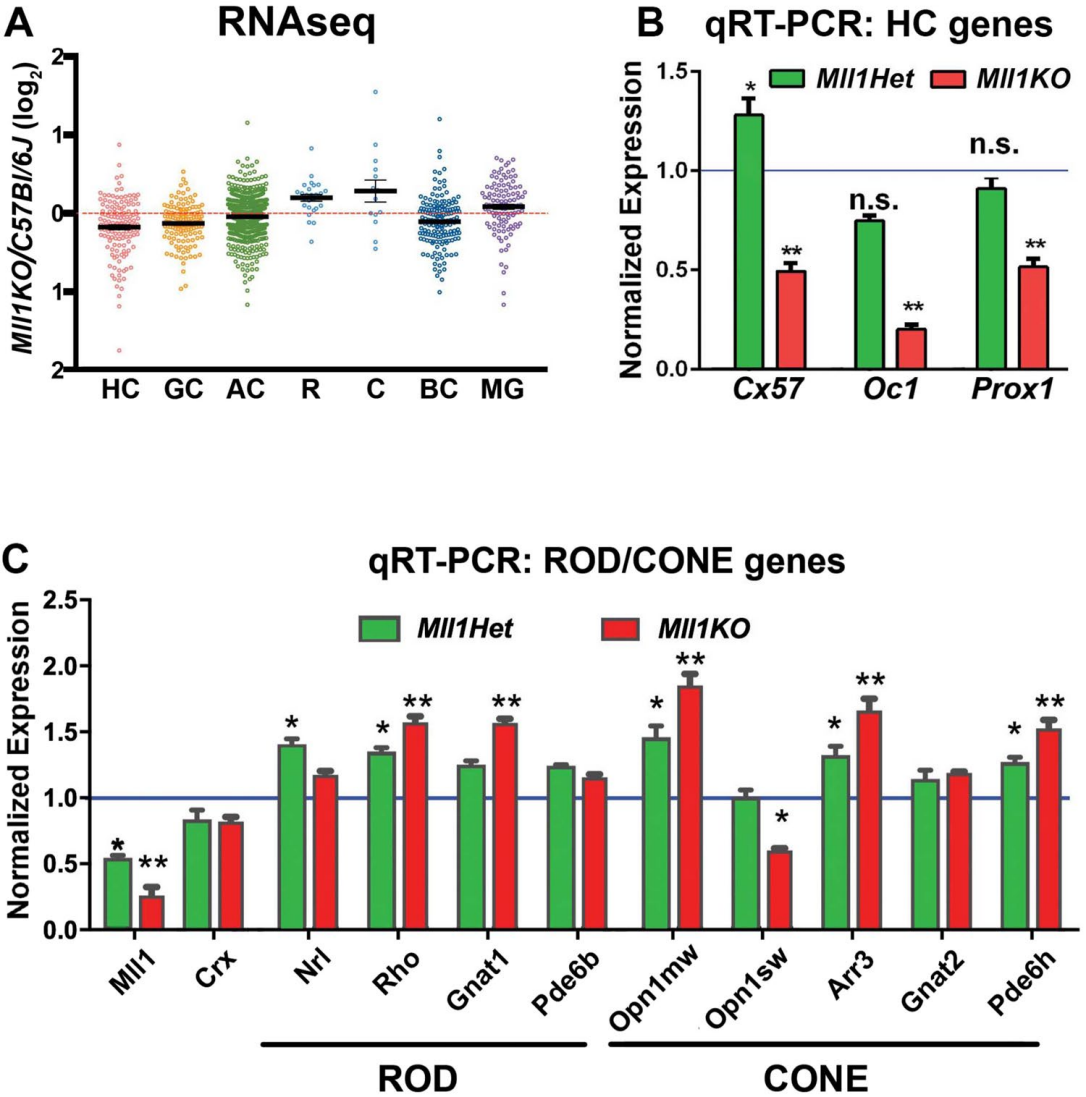
MLL1 is required for appropriate cell-type-specific gene expression. (**A**) RNAseq analysis at P14 (plotted as the ratio of transcripts in *Mll1KO* vs *C57Bl/6J* samples) shows over-representation of Rod (R), Cone (C) and glial (MG) genes and reduction of inner-retina neuron genes in *Mll1*-deficient retinas. (**B**) Quantitative (q)RT-PCR verification of selected horizontal gene expression at P14 in *Mll1Het* and *Mll1KO* retinas relative to *CreNeg* littermates. Primer sequences are given in Supplementary Table S3. (**C**) qRT-PCR verification of selected rod and cone gene expression at P14. Results are presented as fold-expression relative to *CreNeg* samples + SEM (n ≥ 3). *p < 0.05, **p < 0.0001 compared to *CreNeg* by two-way ANOVA with Tukey’s multiple comparisons.

To validate RNAseq results, we performed qRT-PCR on selected genes for the severely reduced HC set (Fig. 7B) and moderately increased rod/cone sets (Fig. 7C). Consistent with RNAseq results, three HC-specific genes, *Cx57*, *Oc1* and *Prox1*, were all expressed at lower levels in P14 *Mll1KO* retinas than *CreNeg* controls (Fig. 7B). 

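In the RNAseq libraries, Onecut1 (Oc1) and Prox1, transcription factor genes of horizontal cells, were lower in every Mll1KO library than in every WT library. Onecut1 (ENSMUSG00000043013, chromosome 9 of GRCm38 from 74861921 to 74891781) had 1.55 ± 0.24 RPKM in Mll1KO and 2.98 ± 0.24 RPKM in WT (SD, n = 3 each). Its mean was reduced by 47.9%, with a log2 fold change of −0.77 (standard error 0.09, adjusted p = 0.000421 from limma). Prox1 (ENSMUSG00000010175, chromosome 1 from 190118035 to 190170714) had 25.9 ± 0.87 RPKM in Mll1KO and 37.1 ± 1.9 RPKM in WT (SD, n = 3 each). Its mean was reduced by 30.3%, with a log2 fold change of −0.51 (standard error 0.05, adjusted p = 0.000113 from limma). Prox1 is also expressed by amacrine and bipolar cells. In the paper's list of antibodies, Onecut1 marks cones as well as horizontal cells. Cx57, whose gene symbol is Gja10, is not among the genes measured here.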

*Oc1* and *Prox1*, which encode two TFs essential for HC fate specification^14,15,44^, were reduced by 80% and 50%, respectively, in P14 *Mll1KO*. In contrast, rod/cone genes were generally expressed at similar or relatively higher levels in both *Mll1Het* and *Mll1KO* compared to the controls (Fig. 7C). Since the ONL thickness of *Mll1KO* retinas was relatively unaffected (Supplementary Fig. S1M), increased rod/cone gene expression likely reflects the decrease in other cell types that contribute to total retinal RNA, as a result of preferential inner neuron reductions (Supplementary Fig. S1N).

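Rod transcripts took up a larger part of the reads in Mll1KO, a measure chosen after values were seen. The 18 rod genes held 6.59 ± 0.13% of reads in Mll1KO and 5.34 ± 0.16% in WT (SD, n = 3 each). All 3 Mll1KO libraries lay above all 3 WT libraries (exact two-sided permutation p = 0.1, the smallest possible). When libraries were scaled so that the rod genes keep the same geometric mean, the median log2 fold change of all genes moved from −0.03 to −0.20. On that scale the median was −0.71 for ganglion, −0.61 for horizontal, −0.39 for bipolar and −0.26 for amacrine cell genes, 0.04 for cone genes and −0.09 for Müller glia genes. This scaling moves all genes nearly alike, and limma's camera still did not call the amacrine list (adjusted p = 0.527).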

### Histone modifications consistent with RNAseq analysis

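Most rod genes were at or above their WT level in Mll1KO retinas. The rod transducin gene Gnat1 was at 5795 ± 175 RPKM in Mll1KO and 4427 ± 308 RPKM in WT (SD, n = 3 each; log2 fold change 0.39, adjusted p = 0.0111 from limma). Pde6a (0.48), which encodes a subunit of the rod phosphodiesterase, the orphan receptor gene Esrrb (0.37) and the rod transcription factor gene Nrl (0.24) were also higher. Pde6b had a log2 fold change of 0.10, adjusted p = 0.111 from limma and Reep6 of 0.26, adjusted p = 0.0537 from limma. Reep6 was called higher without WT replicate a (adjusted p = 0.00425 from limma), with median-of-ratios (adjusted p = 0.0468 from limma) and upper quartile scaling (adjusted p = 0.0445 from limma) and with limma-voom (adjusted p = 0.0186 from limma). With limma-voom Pde6b was called higher too (adjusted p = 0.0498 from limma). The single lower rod gene was Nr2e3, which represses cone genes in rods (−0.36, adjusted p = 0.00942 from limma). Gnat1 lost its call without WT replicate b (adjusted p = 0.0506 from limma). Nrl lost it without Mll1KO replicate b (adjusted p = 0.0601 from limma), without Mll1KO replicate c (adjusted p = 0.0633 from limma) and when scaled to the rod genes (adjusted p = 0.4 from limma). Nrl is itself in the rod list that sets that scaling.
Cone genes split. The M-opsin gene Opn1mw (0.56), the cone arrestin gene Arr3 (0.67) and the cone transduction genes Gnat2 (0.32), Pde6c (0.47) and Pde6h (0.28) were higher. The S-opsin gene Opn1sw was lower, at 69.1 ± 4.4 RPKM in Mll1KO and 94.4 ± 7.5 RPKM in WT (SD, n = 3 each; log2 fold change −0.45, adjusted p = 0.0012 from limma), as was the transcription factor gene Sall3 (−0.44). Sall3 marks horizontal cells too in the paper's list of antibodies. Rxrg (−0.20, adjusted p = 0.0869 from limma), Gnb3 (−0.01, adjusted p = 0.854 from limma) and Gngt2 (−0.11, adjusted p = 0.206 from limma) did not pass the test. Pde6h lost its call without WT replicate a (adjusted p = 0.0565 from limma), without Mll1KO replicate c (adjusted p = 0.0595 from limma) and when scaled to the rod genes (adjusted p = 0.2 from limma). Under that scaling Gnat2 was not called either (adjusted p = 0.0597 from limma). Rxrg, Gnb3 and Gngt2 were called lower, with log2 fold changes of −0.36, −0.20 and −0.29, among 6816 of 11339 genes.
Of 25 genes shared by rods and cones, 12 were higher and 2 were lower (13 higher and 3 lower when adjusted over the list alone), with a median of 0.17 that turns to −0.01 when libraries are scaled to the rod genes (camera adjusted p = 3.63e-05; adjusted p = 0.116 with an estimated correlation). The guanylate cyclase activator gene Guca1b (0.83) and the retinoid-binding protein gene Rbp3 (0.39) were higher. The photoreceptor transcription factor gene Otx2 (−0.35), also expressed by bipolar cells, was lower, as was Neurod1 (−0.23), named after its value was seen. Crx was at 323 ± 25 RPKM in Mll1KO and 344 ± 18 RPKM in WT (SD, n = 3 each; log2 fold change −0.09, adjusted p = 0.321 from limma). Rcvrn had a log2 fold change of 0.08, adjusted p = 0.365 from limma and Pdc of 0.04, adjusted p = 0.676 from limma, which turns to −0.14 when scaled to the rod genes. Among 28 genes of the phototransduction cascade, many of them also in the rod, cone and shared lists, 23 were higher and 1 was lower (24 higher and 1 lower when adjusted over the list alone), with a median of 0.30 (camera adjusted p = 1.05e-15; adjusted p = 0.116 with an estimated correlation). Gnb5, a member of that list, had a log2 fold change of 0.14, adjusted p = 0.134 from limma, and was called higher without Mll1KO replicate a (adjusted p = 0.0243 from limma).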

In the RNAseq analysis and histological examinations, we were surprised to see that the rod photoreceptors, which make up the majority of retinal cells, look relatively normal. As MLL1 is known to activate cell type-specific gene expression by methylation of lysine 4 of histone H3 (H3K4), we wondered how levels of these histone marks are affected in mutants. Whole retinal extracts displayed no differences in levels of H3K4me3 or the repressive mark H3K27me3 in *Mll1KO* vs. *CreNeg* control mice (Supplementary Fig. S6A,B). Furthermore, immunostaining for several modified histones, including the active marks H3K4me2, H3K4me3 and H3 Pan-Ac and the repressive mark H3K27me3, showed no gross differences between cell types within *Mll1KO* retinas or when compared to *CreNeg* control samples (Supplementary Fig. S6C). Together, these results suggest that there must be other mechanisms to compensate for the loss of MLL1 in guiding development and maintenance of photoreceptors and some other retinal cell types.

### *Mll1* deficiency disrupts the integrity of horizontal cells

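The horizontal cell genes Onecut2 and Onecut3 were lower in Mll1KO retinas. Onecut3 was at 1.53 ± 0.11 RPKM in Mll1KO and 2.85 ± 0.37 RPKM in WT (SD, n = 3 each; log2 fold change −0.72, adjusted p = 0.000442 from limma). Onecut2, of the same gene family, was at 0.752 ± 0.037 RPKM in Mll1KO and 1.30 ± 0.042 RPKM in WT (SD, n = 3 each; log2 fold change −0.52, adjusted p = 0.000351 from limma). The tropomyosin gene Tpm3 (−0.53) and the septin gene Sept4 (−0.40) were lower as well. Mgarp, a gene of a mitochondrial protein, was the single member called higher (0.23, adjusted p = 0.0289 from limma). Sept4 and Mgarp were named after their values were seen. The calls of Onecut2, Onecut3 and Tpm3 held with every library left out in turn. Onecut2 and Onecut3 have low RPKM, where the pseudocount makes fold changes smaller.

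**Figure D2:**
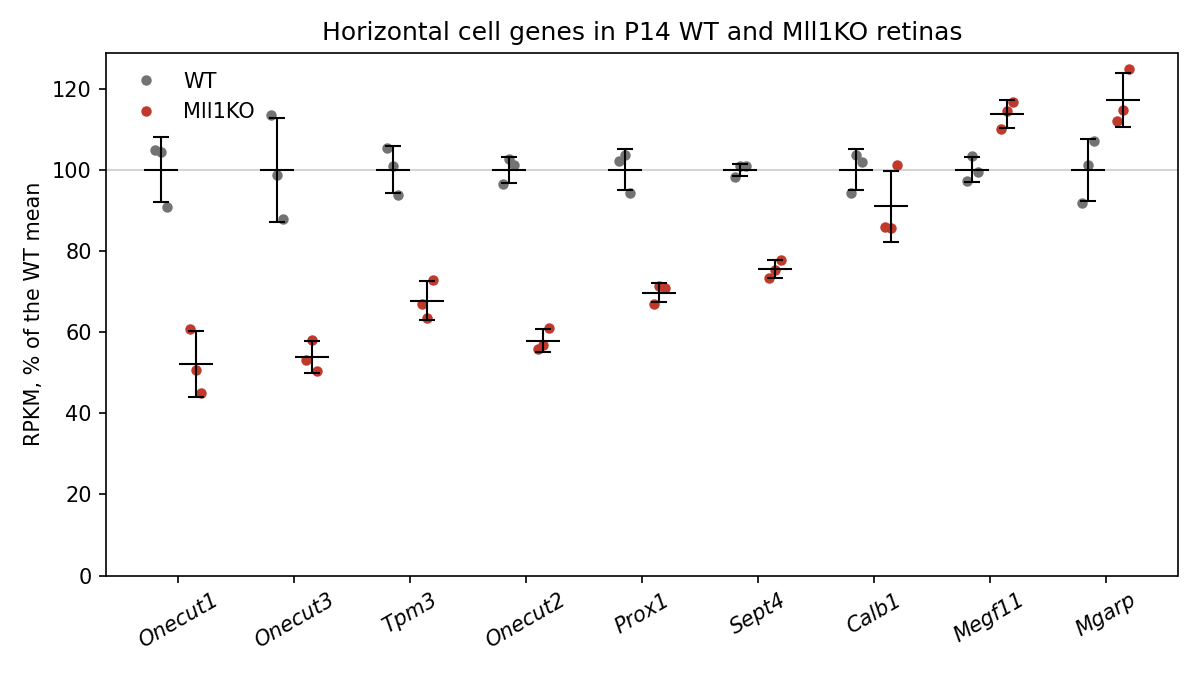
RPKM of 9 of the 10 horizontal cell genes (horizontal axis) in each library, as a percentage of the WT mean of that gene (vertical axis), with points for the 3 WT (grey) and 3 Mll1KO (red) libraries and bars for the mean ± SD. The Mll1KO mean was 52.1% of WT for Onecut1, 69.7% for Prox1, 75.5% for Sept4 and 117% for Mgarp.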

Although horizontal cells (HC) are an early-born cell type, their gene expression profile was one of the most severely affected in *Mll1KO* retinas. To determine whether this change resulted from altered cell fate specification or defective cell maintenance, we performed immunostaining at three postnatal ages for OC1 (Fig. 8A–I), a transcription factor essential for HC fate specification and survival^14,44^. At P0, both *Mll1KO* and *CreNeg* control retinas showed comparable numbers and locations of OC1 + HCs (Fig. 8A–C). Thus, initial HC specification and migration appeared normal in *Mll1KO* retinas. At P7, OC1 + HCs were largely maintained in *Mll1KO* retinas (Fig. 8D–F). However, by P14, the number of OC1 + HCs in *Mll1KO* retinas dropped significantly to less than 40% of the controls (Fig. 8G–I). The OC1 staining intensity was also dramatically reduced in the remaining HCs compared to those in the control retinas (Fig. 8H vs G), suggesting that *Mll1KO* HCs lose their integrity and/or die between P7 and P14.

**Figure 8:**
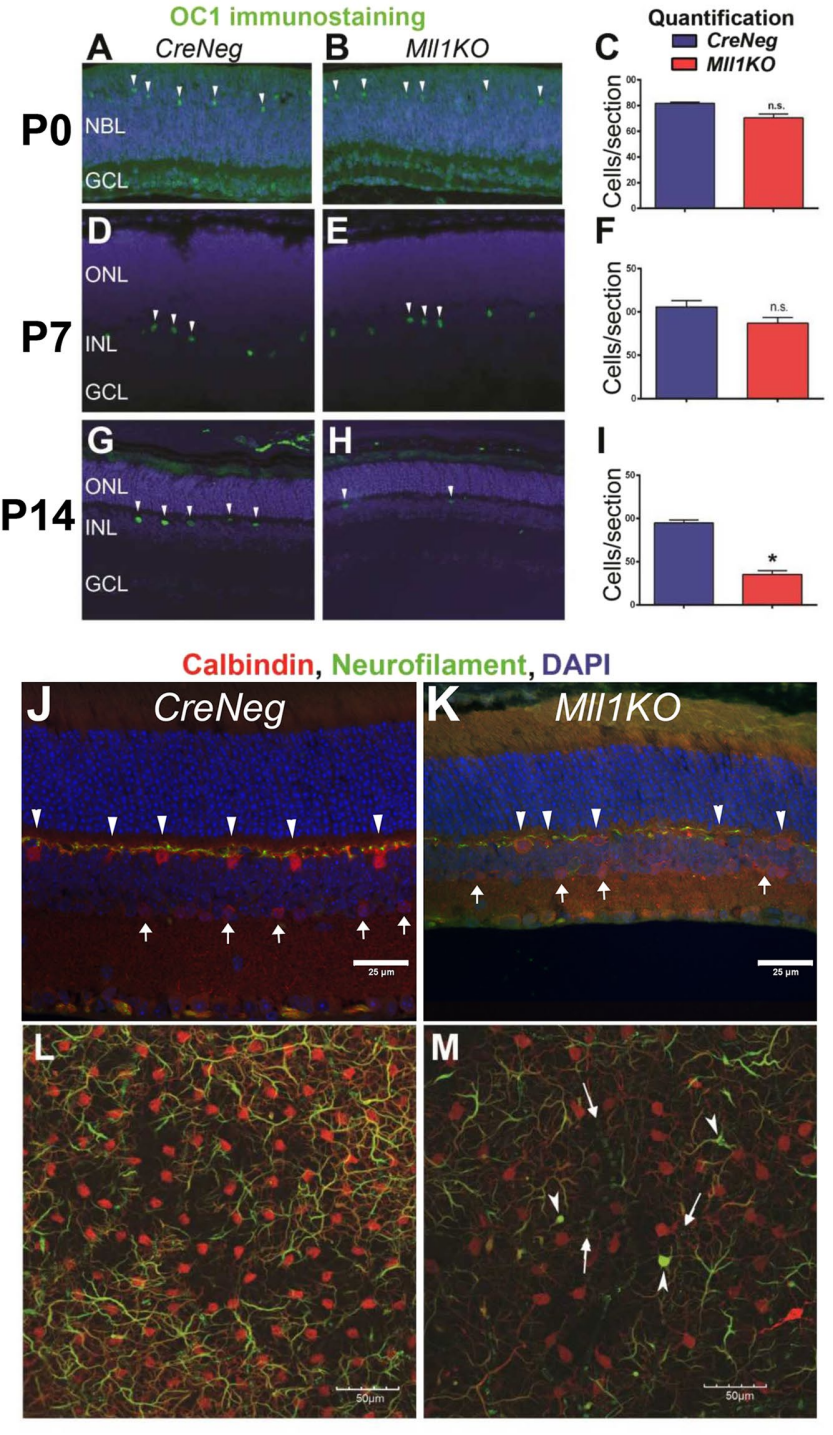
MLL1 is required for horizontal cell integrity. Retinal cross-sections of *CreNeg* and *Mll1KO* mice at P0 (**A**,**B**), P7 (**D**,**E**) and P14 (**G**,**H**), immunostained for OC1 (green) to mark horizontal cells (arrowheads). Quantification of OC1 + cells per retina cross-section at P0 (**C**), P7 (**F**) and P14 (**I**), presented as mean OC1 + cells per cross-section + SEM. *p < 0.05, n.s. = not significant by two-way ANOVA with Tukey’s multiple comparisons (n = 3). To further assess horizontal cell distribution and connectivity in 1MO retinas, immunostaining was performed on retinal cross-sections (**J**,**K**) for Calbindin (red), which labels cell bodies of HC and AC, and Neurofilament medium chain (green), which labels their axons. (**J**,**K**) Retinal cross-sections show the clear spatial distribution of HC (arrowheads) and AC (white arrows). Flat mounts of 1MO *CreNeg* (**L**) and *Mll1KO* retinas (**M**), imaged with confocal microscopy at the level of the OPL and outer INL revealed defects in the HC mosaic and axon distribution network, as well as interrupted neurofilaments (arrows) and axon varicosities (arrowheads) in *Mll1KO* retinas. Antibody information is given in Supplementary Table S2.

To confirm reductions in HCs and reveal changes in the HC mosaic and neurite distribution, we performed co-immunostaining for Calbindin and Neurofilament (NF) on 1MO retina sections and flat-mounts. While antibodies to NF label HC axons, Calbindin marks HC and AC somata and dendrites in retina cross sections^45^. In *CreNeg* retinas, intensely stained Calbindin-positive HC somata are positioned at the border between INL and OPL, while lightly-stained Calbindin-positive AC somata are located in the inner INL and GCL (Fig. 8J). Compared to the controls, *Mll1KO* retinas had fewer and fainter Calbindin-positive HCs (Fig. 8K, white arrowheads) and ACs (Fig. 8K, white arrows). In addition, the mutant OPL appeared thinner and the IPL laminae more disorganized in *Mll1KO* retinal sections at 1MO. Next, we performed confocal microcopy to visualize the HC plane on flat-mounted retinas co-stained for Calbindin (red) and NF (green). In *Mll1KO* retinas, Calbindin + HC somata and dendrites were sparser and fainter than in *CreNeg* controls (Fig. 8M vs L). Many HC axons in *Mll1KO* retina were short and abnormal in appearance, some retracted to the cell body or axonal swellings (Fig. 8M, white arrowheads). These defects could lead to deficits in the receptive field and abnormal visual function. Collectively, these results suggest that MLL1 is not required for initial HC fate specification, but is indispensable for maintaining HC integrity, including identity, gene expression and axon network.

### *Mll1KO* retinas fail to develop normal OPL synapses

To determine if the visual signal transmission defects detected by ERG analysis can be explained by changes in OPL structural integrity, we performed immunostaining for two presynaptic proteins expressed in photoreceptors: VGLUT1 is a glutamate transporter necessary for loading glutamate into synaptic vesicles and for photoreceptor synaptic transmission^46,47^. CtBP2 (Ribeye) is an essential structural component of pre-synaptic ribbons^48^. Both markers were clearly visible in the OPL of 1MO *CreNeg* mice but markedly decreased in age-matched *Mll1KO* mice (Fig. 9A–D), indicating abnormalities in the photoreceptor pre-synaptic terminals. Next, we examined ultrastructural changes in OPL synapses using transmission electron microscopy (TEM). Randomized TEM micrographs from both control and mutant samples (Fig. 9E,F) were analyzed for rod spherules and cone pedicles. *Mll1KO* retinas had fewer rod spherules than *CreNeg* littermate controls (Fig. 9G), and fewer of those showed normal shaped ribbons in *Mll1KO* than in controls (Fig. 9H). No significant difference in the number of cone pedicles was detected between mutants and controls (Fig. 9I). These findings suggest that MLL1 is required for establishing normal photoreceptor synapses for visual signal transmission.

**Figure 9:**
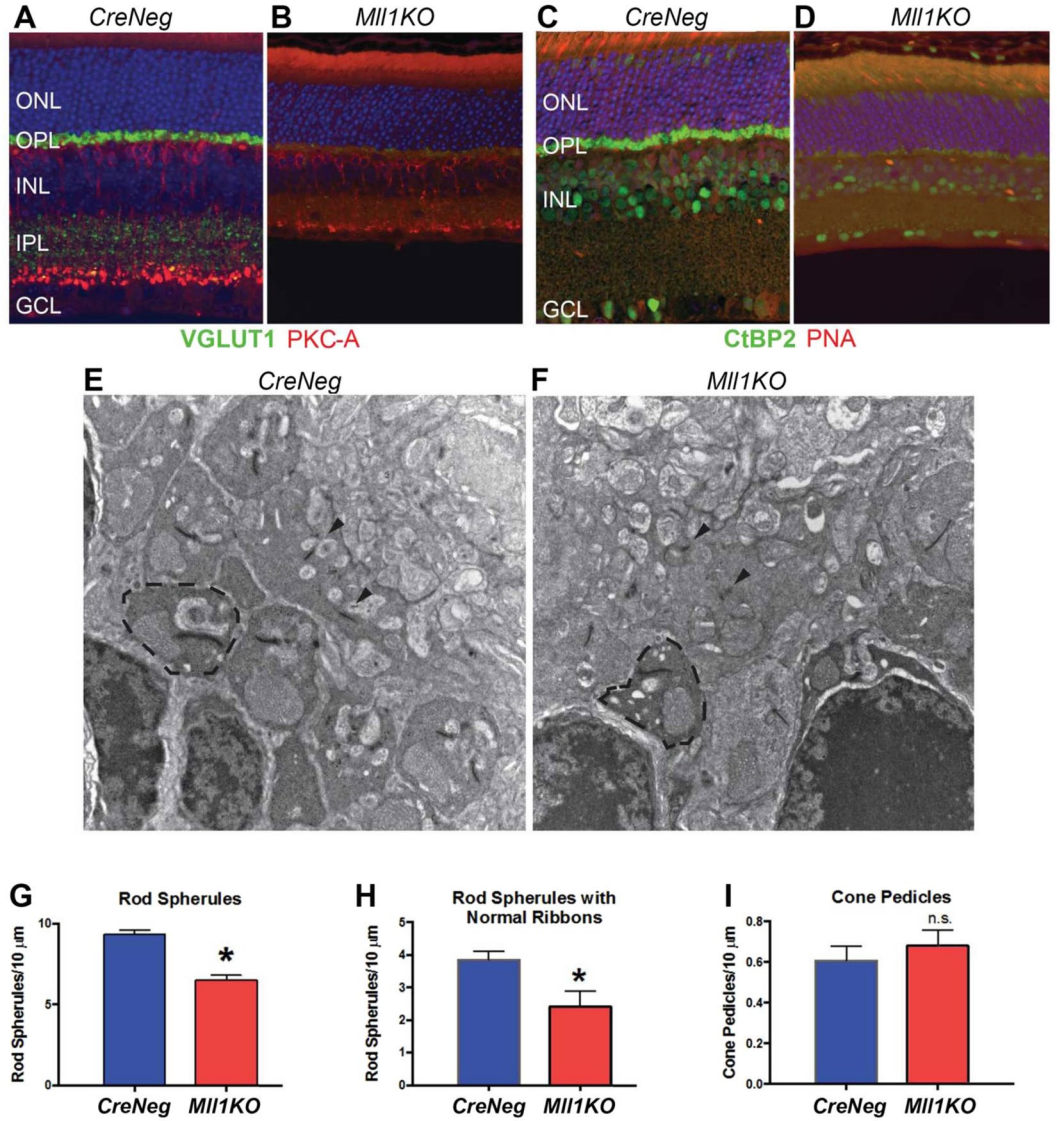
*Mll1KO* retinas have synaptic defects. Immunostaining of 1-month retina cross-sections for synaptic marker VGLUT1 (green) and bipolar marker PKC-A (red) (**A**,**B**), or for CtBP2 (Ribeye, green) and peanut agglutinin (PNA, red) for cones (**C**,**D**) reveal markedly reduced photoreceptor presynaptic terminals in the *Mll1KO* outer plexiform layer (OPL). Antibody information is given in Supplementary Table S2. In electron microscopy images of the OPL (**E**,**F**), representative rod spherules are marked with dotted lines and synaptic ribbons indicated by arrowheads. Quantification of the total number of rod spherules (**G**) and the number of spherules with normal ribbons (**H**), displayed as mean rod spherules per 10μm region + SEM. Quantification of the number of cone pedicles (**I**), displayed as mean cone pedicles per 10μm + SEM. *p < 0.05, n.s. = not significant by two-way ANOVA (n ≥ 4).

## Discussion

Conditional knockout of MLL1 in developing retinas resulted in significant reductions of retina thickness, detected as early as P0. This phenotype likely results from a reduction of the progenitor cell pool, particularly of late RPCs, but not massive cell death. First, postnatal proliferating cell numbers were reduced by both Ki67 immunostaining and EdU incorporation. Second, cell reductions were detected across many neuronal cell types by immunostaining and RNAseq analyses. 

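Among ganglion cell genes, Pou4f1, a POU transcription factor gene, was lower in Mll1KO, at 5.47 ± 0.85 RPKM in Mll1KO and 10.4 ± 0.59 RPKM in WT (SD, n = 3 each; log2 fold change −0.88, adjusted p = 0.000253 from limma). The RNA-binding protein gene Rbpms2 (−0.93), the melanopsin gene Opn4 (−0.87) of light-sensitive ganglion cells and the neurofilament gene Nefm (−0.53) were lower too. The glutamate transporter gene Slc17a6 (−0.16, adjusted p = 0.159 from limma) and the nicotinic receptor gene Chrnb3 (−0.17, adjusted p = 0.125 from limma) did not pass the test, though Chrnb3 was called lower without Mll1KO replicate a (adjusted p = 0.0226 from limma). Both were called lower when scaled to the rod genes (adjusted p = 0.00502 from limma for Slc17a6 and adjusted p = 0.00491 from limma for Chrnb3). That scaling called 6816 of 11339 genes lower. Among bipolar cell genes, the LIM homeobox gene Lhx4 was at 3.46 ± 0.23 RPKM in Mll1KO and 6.22 ± 0.34 RPKM in WT (SD, n = 3 each; log2 fold change −0.76, adjusted p = 7.46e-05 from limma). The channel gene Hcn4 (−0.71) and the transcription factor gene Bhlhe22 (−0.65) were lower. Gabrr2, a GABA receptor subunit gene named after its value was seen, was higher (0.41, adjusted p = 0.000175 from limma). These values are shares of the RNA of a retina and count no cells.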

Third, apoptotic cells were not increased in mutant retinas at any ages tested. However, due to the transient and limited nature of the assays performed, we cannot rule out the possibility that altered cell death might contribute to the reduction of specific neurons. Both reduced proliferation and increased apoptosis were detected in *Mll1*-deficient hematopoietic stem cells (HSCs)^49^.

The shrinkage of the proliferating cell pool in *Mll1KO* retina is likely due to abnormal cell cycle progression. P0 *Mll1KO* retinas had no significant change in the proportion of proliferating cells in S-phase (EdU+), but did display an increased percentage of M-phase cells (PH3+) compared to *CreNeg* controls (Fig. 4), implicating altered cell cycle progression, possibly at M-phase exit. This can be further verified by flow cytometry analyses to quantify labeled cells in different cell cycle phases. Future clonal analyses^50,51^ will determine the impact of cell cycle deficits on the capacity of each progenitor to produce designated cell types. Overall, however, our findings are consistent with published reports demonstrating that MLL, the human orthologue of MLL1, is required for both S-phase entry and M-phase progression in cultured human cancer cell lines, acting at the G1/S and G2/M transitions^38^. Although the molecular differences between normal and *Mll1*-deficient RPCs remain to be determined, similar RPC proliferation deficits were also seen in vertebrate retinas lacking several other histone modifying enzymes, particularly those involving the repressive histone mark H3K27me3^52–55^. This suggests the importance of homeostasis of histone modifying enzymes in retinogenesis.

The EdU pulse-chase experiments showed that *Mll1*-deficient postnatal retinal progenitor cells have reduced neurogenic but not gliogenic potential. 

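Genes of Müller glia moved in both directions in Mll1KO retinas. Glul, which encodes glutamine synthetase, was at 729 ± 12 RPKM in Mll1KO and 526 ± 28 RPKM in WT (SD, n = 3 each; log2 fold change 0.47, adjusted p = 0.000319 from limma). Clu, which encodes clusterin, was at 198 ± 11 RPKM in Mll1KO and 123 ± 10.3 RPKM in WT (SD, n = 3 each; log2 fold change 0.68, adjusted p = 0.000111 from limma). The transporter gene Abca8a (0.56) and the metalloproteinase inhibitor gene Timp3 (0.50) were higher too. The transcription factor gene Lhx2 was lower (−0.51, adjusted p = 0.000177 from limma), as were the intermediate filament gene Vim (−0.47) and the transcription factor gene Nfib (−0.38), both named after their values were seen, and Cdkn1b (−0.17, adjusted p = 0.0444 from limma), which encodes p27Kip1. The retinoid-binding protein gene Rlbp1 (0.09, adjusted p = 0.188 from limma) and the carbonic anhydrase gene Car2 (0.06, adjusted p = 0.339 from limma) did not pass the test. The call for Cdkn1b was lost without WT replicate a, b or c or Mll1KO replicate a or b (adjusted p = 0.0867 to 0.108 from limma), with the replicate letter as a block (adjusted p = 0.0595 from limma), and with median-of-ratios (adjusted p = 0.101 from limma) and upper quartile (adjusted p = 0.0943 from limma) scaling.
Most measured genes on the lists for astrocytes and for reactive glia were also higher. RNA of whole retinas does not separate astrocytes from Müller glia, and Pax2, also on the astrocyte list, was not measured. Of 5 astrocyte genes, 4 were higher and none was lower (4 higher when adjusted over the list alone), with a median of 0.44 (camera adjusted p = 0.000115; adjusted p = 0.116 with an estimated correlation). The intermediate filament gene Gfap was at 9.06 ± 1.0 RPKM in Mll1KO and 4.12 ± 0.30 RPKM in WT (SD, n = 3 each; log2 fold change 1.04, adjusted p = 4e-05 from limma). In addition, Aldoc (0.53), S100b (0.44) and Aldh1l1 (0.44) were higher, while the connexin gene Gja1 had a log2 fold change of 0.05, adjusted p = 0.87 from limma. Of 9 genes of reactive glia, a list that also holds Gfap, 5 were higher and 1 was lower (5 higher and 1 lower when adjusted over the list alone), with a median of 0.29 (camera adjusted p = 0.000667; adjusted p = 0.222 with an estimated correlation). The metallothionein genes Mt2 (0.87) and Mt1 (0.64) and the ceruloplasmin gene Cp (0.62) were higher. Osmr was higher (0.29) and the nestin gene Nes (−0.25) was lower, both named after their values were seen. Stat3 (0.11, adjusted p = 0.151 from limma) and A2m (0.18, adjusted p = 0.493 from limma) did not pass the test.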

RNAseq analyses in *Mll1KO* retinas showed that gene sets specific to individual neuronal cell types (and subtypes) were widely affected, but the gene set for Muller glia was minimally affected. These results are consistent with previous findings from mouse brain, where *Mll1*-deficent neural stem cells in the subventricular zone were able to survive and differentiate into glia, but their capacity to differentiate into neurons was significantly diminished^33^. *Mll1* was also required for the expression of neurogenic but not gliogenic transcriptional modules^56^. Although these findings suggest a common mechanism by which *Mll1* deficiency alters the neurogenic potential of retina progenitors, that mechanism remains to be determined.

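Inner neuron genes lay below photoreceptor genes in every Mll1KO library, relative to WT. The mean over ganglion cell genes minus that over 32 rod and cone genes was −0.71 ± 0.11 on the log2 scale (SD, n = 3), and for horizontal cell genes it was −0.49 ± 0.03 (SD, n = 3). For bipolar cell genes it was −0.40 ± 0.04 and for amacrine cell genes −0.22 ± 0.07 (SD, n = 3 each), with an SD among WT libraries of at most 0.04. The mean of the horizontal list minus that of the amacrine list was −0.28 ± 0.05, and minus that of the ganglion list 0.21 ± 0.10 (SD, n = 3 each). Ganglion cell genes thus lay below horizontal cell genes. In the paper's cell counts, another measure at a later age, horizontal and amacrine cells were affected most. In each of these 6 differences, which were chosen after values were seen, the 3 Mll1KO libraries lay on the same side of the 3 WT libraries (exact two-sided permutation p = 0.1, the smallest possible).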

Importantly, our cell biology assays and whole retina RNAseq analyses informed by recently-published single-cell RNAseq datasets have revealed that different neuronal subtypes in the retina show distinct sensitivities to *Mll1* deficiency: the inner neurons, particularly HCs and some of the late-born ACs, are highly sensitive, while rods/cones in the ONL are less vulnerable. *Mll1* transcript levels in normal mouse retinas are relatively higher in INL and GC layers than the ONL, which may provide one explanation for the severe inner retina phenotype in *Mll1KO*. Finally, analysis of bulk retina RNAseq results in accordance with published single-cell datasets allowed us to decipher cell-type-specific changes in both major and minor cell populations.

Our study also identified a specific role for MLL1 in HC integrity and survival, which is essential for synaptic layer organization and retinal function^14,45,57,58^. In *Mll1KO*, HCs were initially born, specified and had migrated to the correct position by P7. However, by P14, *Mll1*-deficient HCs lost immunostaining for the key HC transcription factor OC1 (Fig. 8A–I), and showed a sparse and uneven distribution of their neurite network (Fig. 8M). Gene expression analyses showed that loss of HC-specific markers largely occurred at the transcriptional level, and can be explained by the loss of transcripts for essential transcription factors OC1 and PROX1 in the HC lineage (Fig. 7B). 

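Other horizontal cell genes stayed closer to their WT level in the RNAseq libraries. Calb1, which encodes the calcium-binding protein calbindin and is also expressed by amacrine and ganglion cells, was at 10.3 ± 1.00 RPKM in Mll1KO and 11.3 ± 0.57 RPKM in WT (SD, n = 3 each; log2 fold change −0.13, adjusted p = 0.2 from limma). Megf11, a receptor gene for the spacing of horizontal cells, was at 6.08 ± 0.18 RPKM in Mll1KO and 5.35 ± 0.16 RPKM in WT (SD, n = 3 each; log2 fold change 0.17, adjusted p = 0.052 from limma). It was called higher with median-of-ratios (adjusted p = 0.0261 from limma) and upper quartile (adjusted p = 0.0313 from limma) scaling. With limma-voom it was also called higher (adjusted p = 0.0148 from limma). Scaled to the rod genes, Calb1 was called lower (−0.31, adjusted p = 0.00609 from limma), among 6816 of 11339 genes.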

The mechanism for this loss remains to be determined. HC epigenetic maturation could require MLL1, but this is technically challenging to test, as HCs represent less than 0.6% of all retinal cells^43^. Similarly, other post-neurogenesis abnormalities may also affect the maintenance of other early-born neurons, as GCs and early-born ACs were modestly reduced in *Mll1KO* at P24, but not at P0 (Fig. 5).

MLL1 appears not to be required for rod/cone specification and survival, but decreased ERG waves in *Mll1KO* mice imply defective phototransduction in both cell types. More severely affected B-waves than A waves in dark-adapted ERGs suggest abnormalities in visual signal transmission from photoreceptors to the inner retina. Supporting this, *Mll1KO* photoreceptor synaptic terminals lack the ribbon synaptic marker Ribeye (CtBP2) and glutamate transporter VGLUT1. Several pieces of evidence suggest these deficits are secondary to the loss of post-synaptic interneurons or terminal structures. First, RNAseq and qRT-PCR results suggest that rod/cone gene transcription in *Mll1KO* was largely normal, including those genes coding for the missing presynaptic markers *Slc17a7* (coding for VGLUT1) and *Ctbp2* (coding for Ribeye). Thus, the presynaptic terminal abnormalities likely stem from a post-transcriptional problem, such as mis-assembly of ribbon synapses. 

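Of the genes that encode VGLUT1 and Ribeye, Slc17a7 was higher in Mll1KO and Ctbp2 did not pass the test. Slc17a7 (ENSMUSG00000070570, chromosome 7 of GRCm38 from 45163949 to 45176142) was at 761 ± 29 RPKM in Mll1KO and 652 ± 3.1 RPKM in WT (SD, n = 3 each), or 117% of WT, and was called higher (log2 fold change 0.22, standard error 0.05, adjusted p = 0.0116 from limma). Ctbp2 (ENSMUSG00000030970, chromosome 7 from 132987563 to 133124354) was at 66.1 ± 2.0 RPKM in Mll1KO and 71.5 ± 1.7 RPKM in WT (SD, n = 3 each), or 92.5% of WT (log2 fold change −0.11, standard error 0.04, adjusted p = 0.0694 from limma). Of 21 genes of the photoreceptor presynapse, 3 were higher and 3 were lower (4 higher and 7 lower when adjusted over the list alone), with a median of −0.04 where limma's camera points up (adjusted p = 0.806). That median moves to −0.000267 without WT replicate b, −0.03 without Mll1KO replicate b and −0.00700 without Mll1KO replicate c. The complexin genes went opposite ways, with Cplx4 higher (0.31) and Cplx3 lower (−0.36), and Dag1, which encodes dystroglycan, was lower (−0.21, adjusted p = 0.0286 from limma). The other calls, Rims2 (0.17) and Elfn1 (−0.21), were named after their values were seen. Dlg4 (−0.04, adjusted p = 0.659 from limma) and Syp (0.07, adjusted p = 0.239 from limma) did not pass the test, and Syp turns to −0.12 when scaled to the rod genes.
Under that scaling Slc17a7 lost its call (0.04, adjusted p = 0.484 from limma) and Ctbp2 was called lower (−0.29, adjusted p = 0.000334 from limma). The scaling called 6816 of 11339 genes lower, so a lower call under it says little about a single gene. With limma-voom Ctbp2 was called lower as well (adjusted p = 0.0494 from limma). Ctbp2 also encodes the corepressor CtBP2, and gene-level values do not separate it from Ribeye. Dag1 lost its call with median-of-ratios (adjusted p = 0.076 from limma) and upper quartile scaling (adjusted p = 0.0634 from limma). It also lost its call without WT replicate a or Mll1KO replicate a, b or c (adjusted p = 0.0519 to 0.0951 from limma).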

Second, conditional knockout of *Mll1* in rods (using *Rho-iCre75*) or cones (using *HRGP*-*Cre*) did not yield apparent changes in retinal structure or function up to 6 months of age (data not shown), suggesting that, in rods and cones, MLL1 is dispensable for cell differentiation and maintenance as well as for cell survival. Third, development of appropriate presynaptic terminals depends on the integrity of postsynaptic neurons, particularly HCs. Loss of HCs during retinal development causes defects in retinal layer structure and photoreceptor ribbon synapses^14,45,57,58^. In our study, *Mll1KO* retinas began to lose HCs at P7-P14 (Fig. 8A–I), a critical period for establishing pre-synaptic and post-synaptic connections in the normal retina^59^. Ablating all HCs in adult retinas also produced severe presynaptic structural deficits, post-synaptic remodeling at the OPL and photoreceptor degeneration, particularly affecting the rods^60^. Conditional knockout of *Mll1* in HCs (e.g. using *Cx57-Cre*) will further clarify the cell non-autonomous effects of *Mll1-* deficient HCs. In addition, dysfunction/loss of other inner retina neuronal types such as BCs and ACs, or their remodeling after HC loss, could also contribute to abnormal synapses and visual function impairment in *Mll1KO* retinas, in either cell autonomous or non-autonomous ways.

Our results provide new insight into a cell type-specific role of MLL1, which is widely expressed in many tissues and cell types. The retina expresses three other members of the MLL family: MLL2 (KMT2b), MLL3 (KMT2C) and MLL4 (KMT2D). *In situ* hybridization and qRT-PCR analyses showed that their transcripts followed similar spatial and temporal expression patterns as *Mll1* (data not shown). However, unlike *Mll1*, single conditional knockout of *Mll2* or *Mll3* using *Chx10-Cre* did not yield significant structural or functional changes in the retina (Brightman and Chen, unpublished results). Furthermore, RNAseq and qRT-PCR analyses of *Mll1KO* retinas showed that *Mll2* and *Mll3* transcripts were expressed at similar levels as in normal retina. These results support a non-redundant role of MLL1 in generating and maintaining specific retinal neuron types (subtypes). 

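Kmt2b (Mll2) was at 26.6 ± 0.47 RPKM in Mll1KO and 30.3 ± 1.2 RPKM in WT (SD, n = 3 each), or 87.9% of WT (log2 fold change −0.18, standard error 0.04, adjusted p = 0.0143 from limma), and was called lower. Kmt2c (Mll3) was at 24.8 ± 0.84 RPKM in Mll1KO and 26.2 ± 0.57 RPKM in WT (SD, n = 3 each), or 94.7% of WT (log2 fold change −0.08, standard error 0.04, adjusted p = 0.223 from limma). The related methyltransferase gene Kmt2d was lower (−0.20, adjusted p = 0.0279 from limma). Of 18 genes of H3K4 methyltransferases and their complexes, 5 were lower, Kmt2a among them, and 1 was higher (1 higher and 8 lower when adjusted over the list alone), with a median of −0.09 (adjusted p = 0.0746 from limma's camera). Camera called this list lower without Mll1KO replicate c (adjusted p = 0.0464 from limma) and with limma-voom (adjusted p = 0.0379 from limma), but not with an estimated correlation over all libraries (adjusted p = 0.408 with an estimated correlation from limma). Kmt2a, the targeted gene, is the lowest member of this list (−0.70), and camera was not run without it. These calls therefore do not show that the other members fell as a set. Setd1b, another methyltransferase gene, was lower (−0.21), as was the coactivator gene Ncoa6 (−0.18), named after its value was seen, and Pagr1a, which encodes a partner of KMT2C and KMT2D, was higher (0.32). Hcfc1 (−0.10, adjusted p = 0.0809 from limma) and Kmt2e (−0.11, adjusted p = 0.211 from limma) did not pass the test. Kmt2b lost its call without WT replicate b (adjusted p = 0.0608 from limma) and without Mll1KO replicate c (adjusted p = 0.0592 from limma). Kmt2d lost it without either of these (adjusted p = 0.105 and 0.103 from limma), without WT replicate a (adjusted p = 0.052 from limma) and without Mll1KO replicate b (adjusted p = 0.0691 from limma). Kmt2d also lost it with median-of-ratios (adjusted p = 0.0584 from limma) and upper quartile scaling (adjusted p = 0.0538 from limma). When scaled to the rod genes, Kmt2c (adjusted p = 0.00214 from limma), Hcfc1 (adjusted p = 0.00059 from limma) and Kmt2e (adjusted p = 0.00178 from limma) were called lower. That scaling called 6816 of 11339 genes lower, and Pagr1a lost its call under it (adjusted p = 0.0922 from limma). Setd1b lost its call without WT replicate a (adjusted p = 0.062 from limma) and without Mll1KO replicate b (adjusted p = 0.0642 from limma) or c (adjusted p = 0.0748 from limma).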

Future double conditional knockout studies will shed light on the overlapping and redundant roles of MLLs in the retina.

In conclusion, using a loss-of-function approach, we have found that MLL1 plays specific roles in retinal development at multiple levels as illustrated in Fig. 10: (1) RPC proliferation and cell cycle progression, (2) neuronal cell type composition and neuron-to-glia ratio, (3) horizontal cell maintenance, and 4) organization of synaptic connections for visual function. Our study provides new insight into how a general histone modifying enzyme contributes to the genesis and terminal differentiation of a CNS tissue in addition to its known roles in cancer and stem cells. MLL1 function has been implicated in learning and memory^31,34,35^. Our study emphasizes a complex mechanism for making appropriate synaptic connections between pre- and post-synaptic neurons, which may shed light on MLL’s role in neuronal signal transmission, processing and synaptic plasticity.

**Figure 10:**
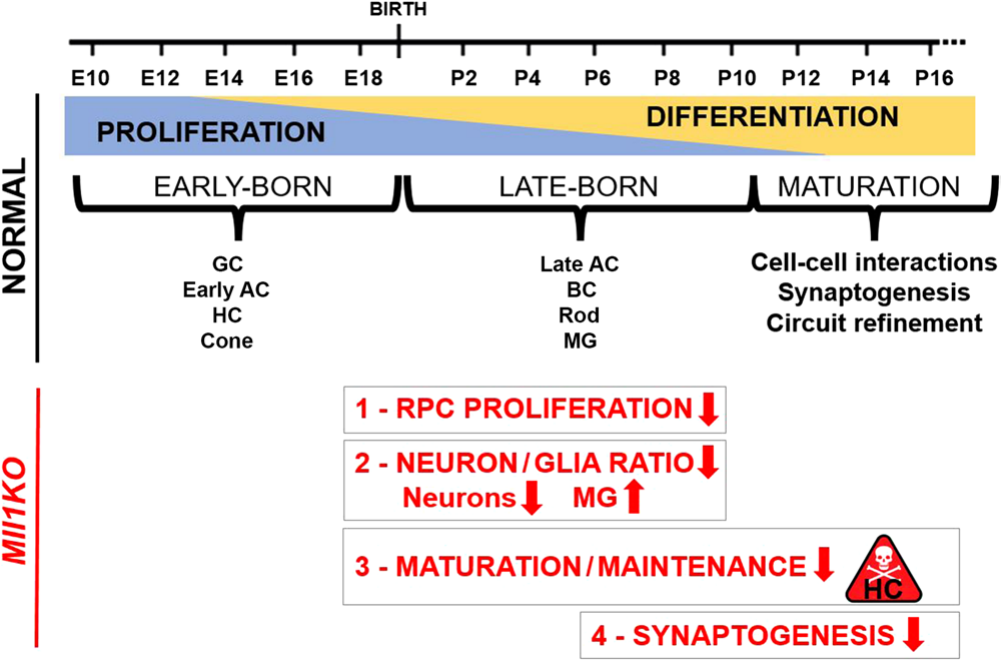
Summary of normal retinal development (black text) and the impact of *Mll1*-deficiency (in red).

Finally, *Mll1KO* affected retinal cell types significantly differ from those conditional knockouts of other histone modifying enzymes. Deficiency of the enzymes regulating the repressive mark H3K27me3, such as EED and EZH2 in the polycomb repressive complex 2 (RPC2), causes deficits in BCs, Rods and MGs^52,61^. Together, these findings emphasize the need to elucidate overlapping and unique roles of individual histone modifying enzymes and their homeostasis in the development and maintenance of particular cell types/tissues.

## Methods

### Mouse lines and PCR genotyping

All mice used in this study were backcrossed to *C57BL/6 J* mice (the Jackson Laboratory, Bar Harbor, Maine; Stock # 000664) and housed in Washington University School of Medicine barrier facilities. *Mll1 flox* mice^29^ were obtained from Patricia Ernst at University of Colorado, Denver. *Chx10-Cre*^37^ mice were provided by Connie Cepko at Harvard University. Both females and males were included in each experiment.

For genotyping, genomic DNA was isolated from mouse tail clips using the Gentra Puregene Tissue Kit (Qiagen, Germantown, MD). PCR amplification was performed using Jumpstart RedTaq (Sigma-Aldrich, St. Louis, MO) and PCR primers as published for each mouse.

All animal procedures were conducted according to the Guide for the Care and Use of Laboratory Animals of the National Institute of Health, and were approved by the Washington University in St. Louis Institutional Animal Care and Use Committee.

### Electroretinogram

Whole animal ERGs were performed on 1, 3, or 6-month old mice and littermate controls using a UTAS-E3000 Visual Electrodiagnostic System with EM for Windows (LKC Technologies, Inc., Gaithersburg, MD). Mice were dark-adapted overnight. Prior to testing mice were anesthetized with 80 mg/kg ketamine and 15 mg/kg xylazine under dim red-light illumination. Mouse body temperature was kept at 37 ± 0.5 °C with a heating pad controlled by a rectal thermistor probe (FHC Inc., Bowdin, ME). Pupils were dilated with 1% atropine sulfate solution (Bausch and Lomb, Tampa, FL) and 1.25% hydroxypropyl methylcellulose (GONAK; Akorn Inc., Buffalo Grove, IL) was placed on the eyes. Platinum 2.0 mm loop electrodes were carefully placed on the cornea of each eye. A ground electrode was placed under the skin of the mouse’s back and a reference electrode was inserted under the skin of the mouse’s head. Retinal response to brief (10 μs) full-field light flashes of increasing intensity were recorded; maximum flash intensity for dark-adapted testing was 0.895 cd*s/m^2^. Following dark adapted tests, mice were light-adapted in dim light (29.2 cd/mm) for 10 minutes and exposed to 10 μs light flashes of increasing intensity; maximum flash intensity for light-adapted testing was 2.672 cd*s/m^2^. Responses from several trials were recorded and averaged. The mean peak amplitudes of dark-adapted A waves and B waves and light-adapted B waves were graphed against log light intensity (cd*s/m^2^). At each age responses were averaged by genotype and compared using two-way ANOVA with multiple comparisons (Sidak’s for 2 genotypes or Tukey’s for 3 or more genotypes).

### Histology, Immunohistochemistry and EdU Labeling

Eyes were enucleated at various time points, dissected with a corneal tag marking the superior side of the retina, and fixed in 4% paraformaldehyde at 4 °C overnight for paraffin embedded sections. For frozen sections, the eyes were fixed for 30 min only, washed in PBS for 10 min, incubated in 30% sucrose overnight, embedded in OCT and frozen on dry ice for cryosectioning. Frozen sagittal cross-sections were cut 7 microns thick and placed on poly-D lysine coated slides (Thermo Fisher Scientific, Waltham, MA). Paraffin embedded eyes were cut 5 microns thick on a microtome, stained with Hematoxylin and Eosin to examine retinal morphology. For immunostaining on paraffin embedded retinal sections, antigen retrieval was performed for all sections and blocked in 1% BSA/0.1% Triton-x-100 in 1x PBS. Frozen sections were blocked with 5% nonfat dry milk, 2% BSA and 10% normal goat serum in PBS. See Supplementary Table S2 for list of primary antibodies. Secondary antibodies were applied 1:400 Goat anti-rabbit, anti-mouse or anti-guinea pig antibodies coupled to Alexa Fluor 488, Alexa Fluor 568 or Alexa 647 (Invitrogen Molecular Probes, Thermo Fisher Scientific). All slides were counterstained with hard set mounting medium with DAPI (Vectashield, Vector Laboratories, Inc, Burlingame, CA). Slides were imaged on an Olympus BX51 microscope or Leica DB5500 microscope.

For EdU Labeling: Mice were injected IP with 10uL of 10 mM EdU/per gram mouse weight. At harvest, eyes were dissected and fixed as described above. EdU labeling was done using the Click-iT EdU Assay Kit (Invitrogen, Thermo Fisher Scientific).

Immunohistochemistry on whole flat-mounted retinas was performed according to Soto *et al*.^45^: After dissection, the retina was placed flat on a piece of filter paper, GCL side up, then fixed in 4% paraformaldehyde for 30 min, cryoprotected in a sucrose gradient overnight. Retinal flat mounts were blocked for 4 hours, incubated for 5 days at 4 °C, and incubated in secondary antibody solution for 2 days at 4 °C. Flat mounts were imaged on an Olympus FV1000 confocal microscope.

### Morphometry and Cell Count Analysis

For morphometry, 20x images of hematoxylin and eosin stained retinal cross-sections were stitched together. The thickness of retinal layers was measured using Image J software (imagej.nih.gov/ij). Thicknesses were measured at regular distances from the optic nerve head. Results are displayed in a spider graph. Measurements were done blinded to genotype and sample number. For cell type quantification, a minimum of 3 animals were collected for each genotype and 3 sections per eye were stained and imaged. All counting was done blinded. Statistical analyses were performed using two-way ANOVA with multiple comparisons (Sidak’s for 2 genotypes or Tukey’s for 3 or more genotypes). p < 0.05 CI: 95%. All statistical analysis was performed using Graphpad Prism 6.0 (GraphPad Software, La Jolla, CA).

### Transmission Electron Microscopy (TEM)

For TEM, mice were anesthetized with ketamine (80 mg/kg) and xylazine (15 mg/kg) and perfused with 2% paraformaldehyde/2.5% glutaraldehyde in 0.1 M sodium phosphate buffer. Retinas were fixed in 2% paraformaldehyde/3% glutaraldehyde in 0.1 M phosphate buffer for 24 hours. They were then incubated in 1% osmium tetroxide for 1 hour and stained with 1% uranyl acetate buffer for 1 hour. Blocks were dehydrated in an acetone gradient and embedded. Semi-thin sections were stained with toluidine blue, uranyl acetate and lead citrate and imaged on a Hitachi H7500 electron microscope. 4 *CreNeg* and 5 *Mll1KO* retinas were collected. 25 images at 15000x magnification were randomly sampled per animal blinded to genotype. Rod spherules, cone pedicles and rod spherule ribbon shapes were counted blinded using Image J software. Comparison between genotypes was done by ordinary two-way ANOVA with Sidak’s Multiple Comparisons using Graphpad Prism 6. p < 0.05 CI:95%.

### *In situ* hybridization

*In situ* hybridization was performed on paraffin embedded retinal sections using the QuantiGene ViewRNA ISH Tissue Assay Kit (Affymetrix, Thermo Fisher Scientific) with a custom designed *Mll1* probe (Fig. 1A). Slides were co-stained with DAPI and imaged.

### qRT-PCR

RNA was purified from retinas from 2 mice for each sample using the Perfect Pure RNA Tissue Kit (5 Prime, Thermo Fisher Scientific) and quantified using a NanoDrop ND-1000 (Nanodrop, Thermo Fisher Scientific). cDNA was synthesized from 1 μg of RNA with Roche Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics Corporation, Indianapolis, IN). Primer sequences not listed in Supplementary Tables have been previously published^62^. EvaGreen with Lox Rox (Bio-Rad Laboratories, Hercules, CA) was used as the reaction mixture along with 1 μM primer mix and diluted cDNA in triplicate for each sample. Samples were run using a two-step 40 cycle amplification protocol on a Bio-Rad CFX96 Thermal Cycler (Bio-Rad Laboratories, Hercules, CA). Primers were designed using MacVector software (MacVector, Apex, NC) and synthesized by Integrated DNA Technologies (IDT, Coralville, Iowa). During design primers were tested to ensure efficiency between 90 and 110% and specificity. Cqs were analyzed using QBase qPCR analysis software (https://www.qbaseplus.com; Biogazelle, Belgium). Reference genes were verified using GeNorm analysis in QBase software. Gene expression was normalized to reference genes in QBase. Expression in different genotypes was compared using ordinary two-way ANOVA. p < 0.05 CI:95% Statistical analysis was done in Graphpad Prism 6.

### RNA-seq library preparation, sequencing and data analysis

To prepare RNAseq libraries, RNA was purified from three biological replicates (2 retinas per sample) using the Perfect Pure RNA Tissue Kit (5 Prime, Thermo Fisher Scientific). cDNA Libraries were prepared as previously described^63^ and sequenced on the Illumina 2500 (1 × 50 bp reads). Data were aligned to *Mus musculus* reference build Ensembl GRCh38.76 using STAR (V2.0.4b) and read counts (CPM) determined with Subread:featureCount (V1.45) and annotated with Ensembl Biomart. The raw datasets are available from Gene Expression Ominibus (GEO https://www.ncbi.nlm.nih.gov/geo/info/linking.html; GSE103264).

Initial data comparison including Spearman Correlation Coefficient (Supplementary Fig. S4) was done in the R environment (V3.4.1; https://www.r-project.org/. To detect differential expression, genes that did not pass the filter criteria of CPM > 5 in at least 5 samples were removed. Filtered count data were compared using default parameters in EdgeR (V3.8.6). Genes defined as informative in discriminating Clusters 1–39 by Macosko^43^, based on Supplementary Table S4; myDiff > 0) were extracted from EdgeR analysis. Supplementary Figure S5 includes the value for all genes in each Cluster list. In Fig. 6A, AC and BC datasets consist of union sets of genes classifying clusters 3–23 and 26–33, respectively, in Supplementary Fig S5 (duplicate values were removed).

### Data availability

The raw and processed RNAseq datasets are available from Gene Expression Ominibus (GEO https://www.ncbi.nlm.nih.gov/geo/info/linking.html; GSE103264).

## Electronic supplementary material

Supplementary Materials

# Supplementary material for: MLL1 is essential for retinal neurogenesis and horizontal inner neuron integrity
**Source:** Sci Rep. 2018 Aug 9;8:11902. doi: 10.1038/s41598-018-30355-3
**Supplement:** Supplementary file 1 — Supplementary Materials

## SUPPLEMENTARY MATERIALS

### **MLL1 is essential for retinal neurogenesis and horizontal inner neuron integrity**

Diana S. Brightman<sup>1, 3</sup>, Rachel L. Grant<sup>5</sup>, Philip A. Ruzyski<sup>4</sup>, Ray Suzuki<sup>5</sup>, Anne K. Hennig<sup>1</sup> and Shiming Chen<sup>1, 2\*</sup>

<sup>1</sup>Department of Ophthalmology and Visual Sciences, <sup>2</sup>Department of Developmental Biology, <sup>3</sup>Molecular Cell Biology and <sup>4</sup>Molecular Genetics and Genomics graduate programs, Division of Biology & Biomedical Sciences, <sup>5</sup>College of Arts and Sciences, Washington University, Saint Louis, Missouri, USA

| <b>CONTENTS</b>                                                                                              | <b>PAGE</b> |
|--------------------------------------------------------------------------------------------------------------|-------------|
| <b>Figure S1: Development of <i>MLL1KO</i> retina.</b>                                                       | <b>2</b>    |
| <b>Figure S2: <i>MLL1KO</i> retinas do not show increased apoptosis.</b>                                     | <b>3</b>    |
| <b>Figure S3: Proliferation of retinal progenitor cells (RPC) decreases in postnatal <i>MLL1KO</i> mice.</b> | <b>4</b>    |
| <b>Figure S4: Hierarchical cluster analysis of RNAseq results.</b>                                           | <b>5</b>    |
| <b>Figure S5: Expression changes of cell type-specific gene sets.</b>                                        | <b>6</b>    |
| <b>Figure S6: Comparison of histone marks in <i>CreNeg</i> and <i>MLL1KO</i> retinas.</b>                    | <b>7</b>    |
| <b>Table S1: <i>MLL1</i> PCR primer sequences</b>                                                            | <b>8</b>    |
| <b>Table S2: Antibodies</b>                                                                                  | <b>9</b>    |
| <b>Table S3: HC gene PCR primer sequences</b>                                                                | <b>10</b>   |
| <b>References</b>                                                                                            | <b>10</b>   |

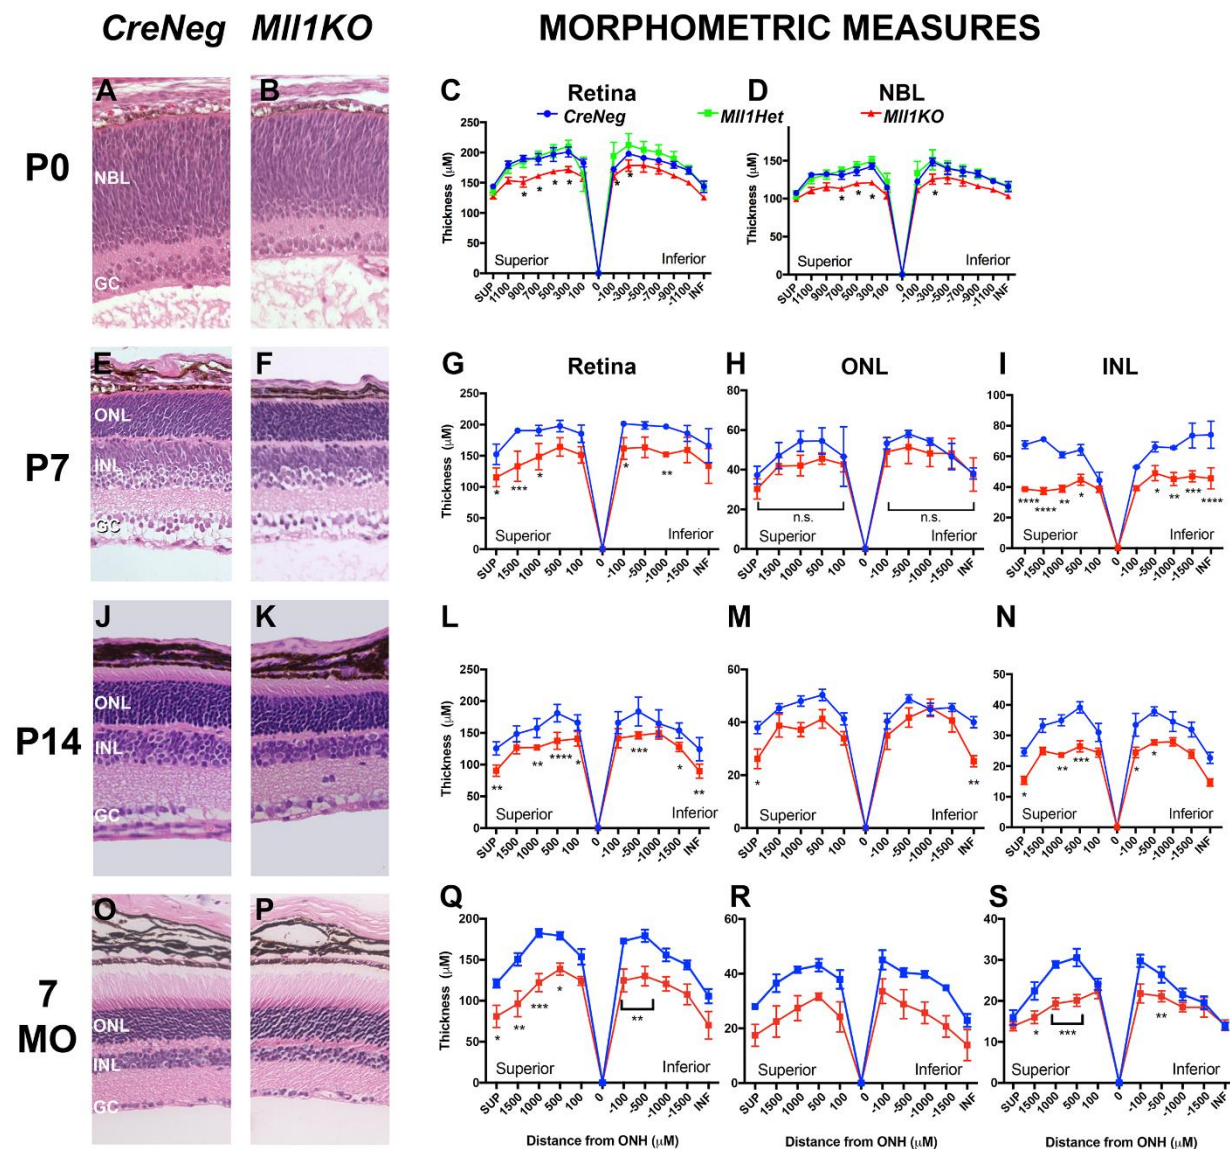

**Supplementary Figure S1:** Development of *Mll1KO* retina. Images of H&E-stained *CreNeg* (A, E, J, O) and *Mll1KO* (B, F, K, P) retinal cross-sections at the indicated ages, with morphometric measures comparing thickness of the whole retina (C, G, L, Q), the NBL (D), ONL (H, M, R) and INL (I, N, S), taken at the indicated positions from the ONH. SUP and INF indicate measurements taken 100 $\mu\text{m}$  from the superior or inferior edge of the retina. \* $p<0.05$ ; \*\* $p<0.01$ ; \*\*\* $p<0.001$ ; \*\*\*\* $p<0.0001$ , by two-way ANOVA with repeated measures and Sidak's multiple comparisons test ( $n\geq 4$ ).

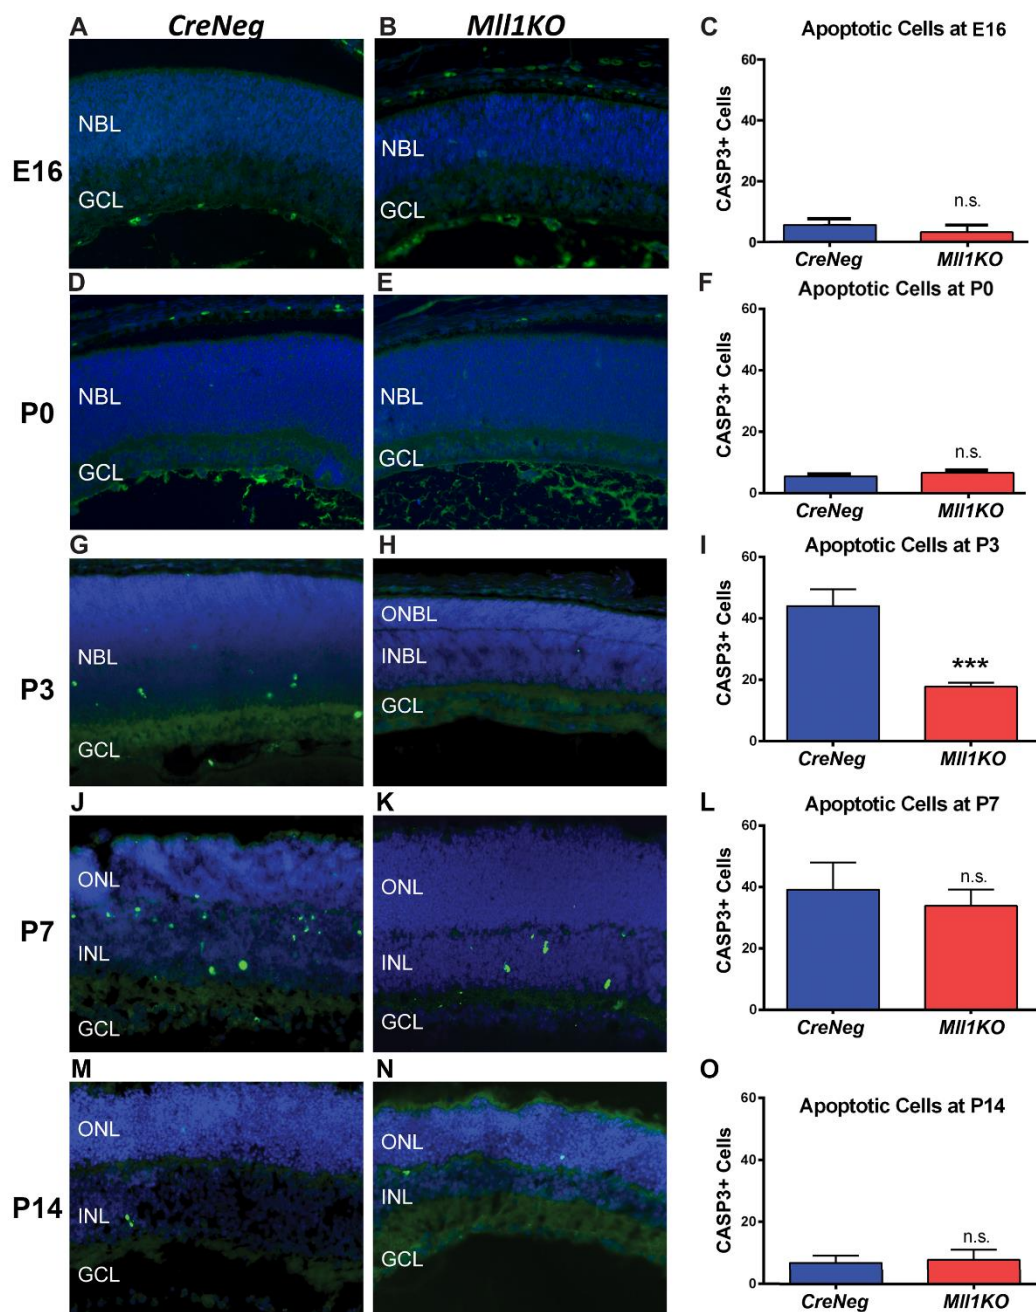

**Supplementary Figure S2:** *Mll1KO* retinas do not show increased apoptosis. Activated Caspase-3 immunostaining (green) with DAPI nuclear stain (blue) of retinal cross sections from *CreNeg* (A, D, G, J, M) and *Mll1KO* (B, E, H, K, N) mice at the indicated ages. (C, F, I, L, O) Quantification of CASP3+ cells per retinal section at each age. Three retinal cross-sections per sample and three samples per genotype were imaged, blinded and counted. The results are shown as mean + SEM. \* $p < 0.05$ , n.s. = not significant by two-way ANOVA (n=3).

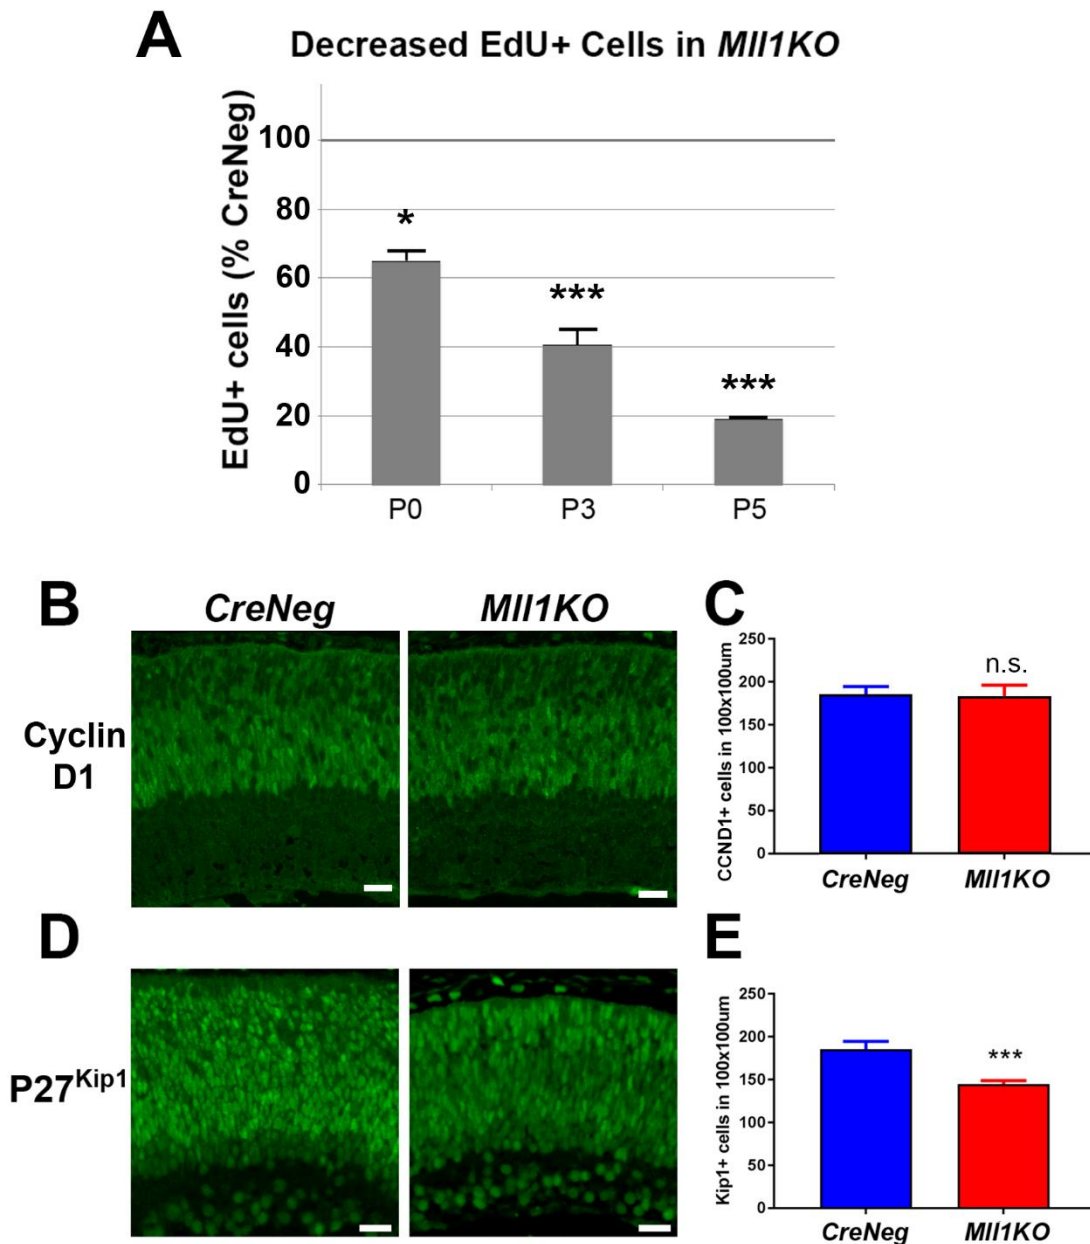

**Supplementary Figure S3:** Proliferation of retinal progenitor cells (RPCs) decreases in postnatal *MLL1KO* mice. **(A)** *MLL1KO* retinas show progressively fewer EdU-labeled cells after a 4-hour pulse than *CreNeg* littermates. Results are shown as mean + SEM. \* $p < 0.05$ ; \*\*\* $p < 0.0001$  by two-way ANOVA with Tukey's multiple comparisons ( $n=3$ ). **(B)** P0 retinal cross sections of *CreNeg* and *MLL1KO* retinas were immunolabeled with anti-Cyclin D1 (CCND1) (green) for proliferating cells. **(C)** Quantification of labeled cells in 100umX100um areas across each section, shown as mean + SEM. No significant differences (n.s.) were detected between the two genotypes. **(D, E)** Retinal cross-sections from the same mice as in Panel B were immunolabeled for the cyclin-dependent kinase inhibitor p27<sup>Kip1</sup> and quantified. Scale bar = 20um. \*\*\* $p < 0.001$  by two-way repeated-measures ANOVA with Sidak's multiple comparisons test ( $n=3$ ).

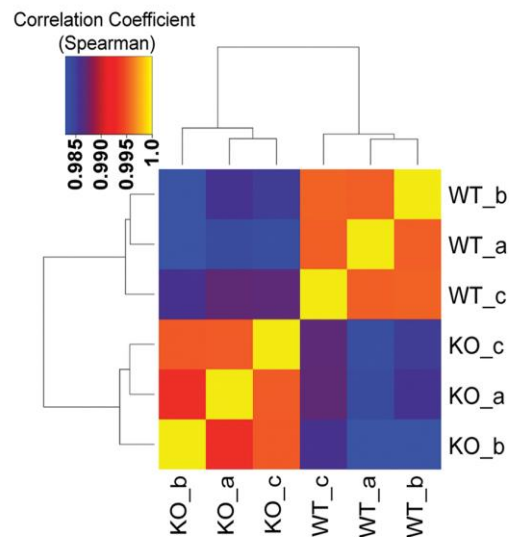

**Supplementary Figure S4:** Hierarchical cluster analysis of RNAseq results (shown as heatmap representing Spearman's Rank Correlation Coefficient) shows a clear distinction between the *MLL1*KO ("KO") and *C57Bl/6J* ("WT") libraries sequenced, as well as reproducibility between the three biological replicate libraries ("a", "b" and "c") representing each genotype.

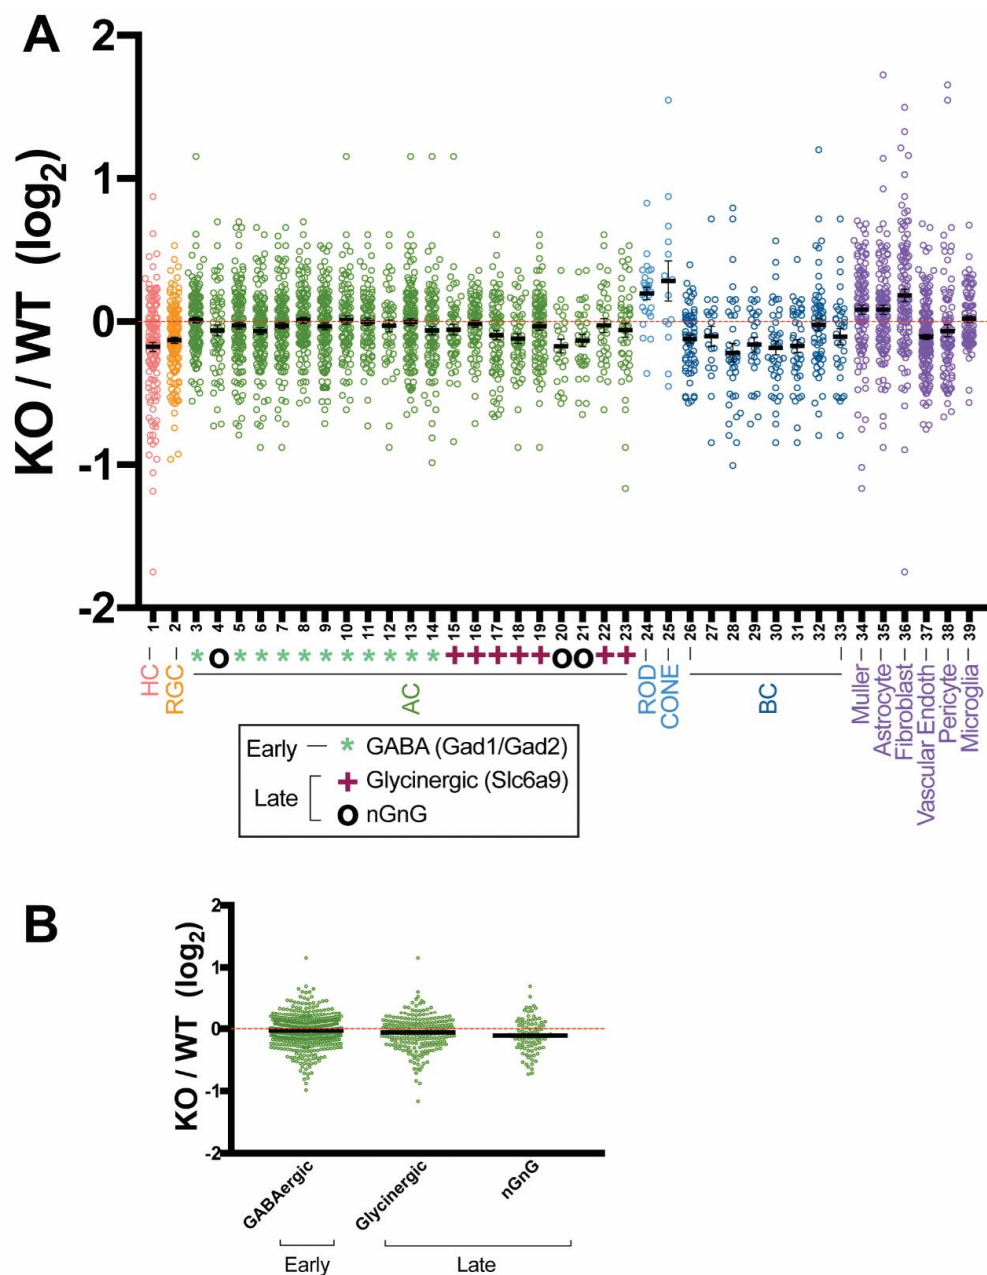

**Supplementary Figure S5:** Expression changes of cell type-specific gene sets. **(A)** Gene expression (*MLL1*KO vs WT [ $\log_2$ ]) of cell-type-specific genes from 39 different retinal cell types, determined by drop seq (Macosko 2015) confirms overrepresentation of photoreceptor and glial gene expression. Subtype expression of Bipolar (BC) and Amacrine cell (AC) genes support a complex phenotype with some subtypes being more affected than others. **(B)** Overall, early-born GABA-ergic ACs are less affected than late-born non-GABA/non-Glycinergic (nGnG) ACs.

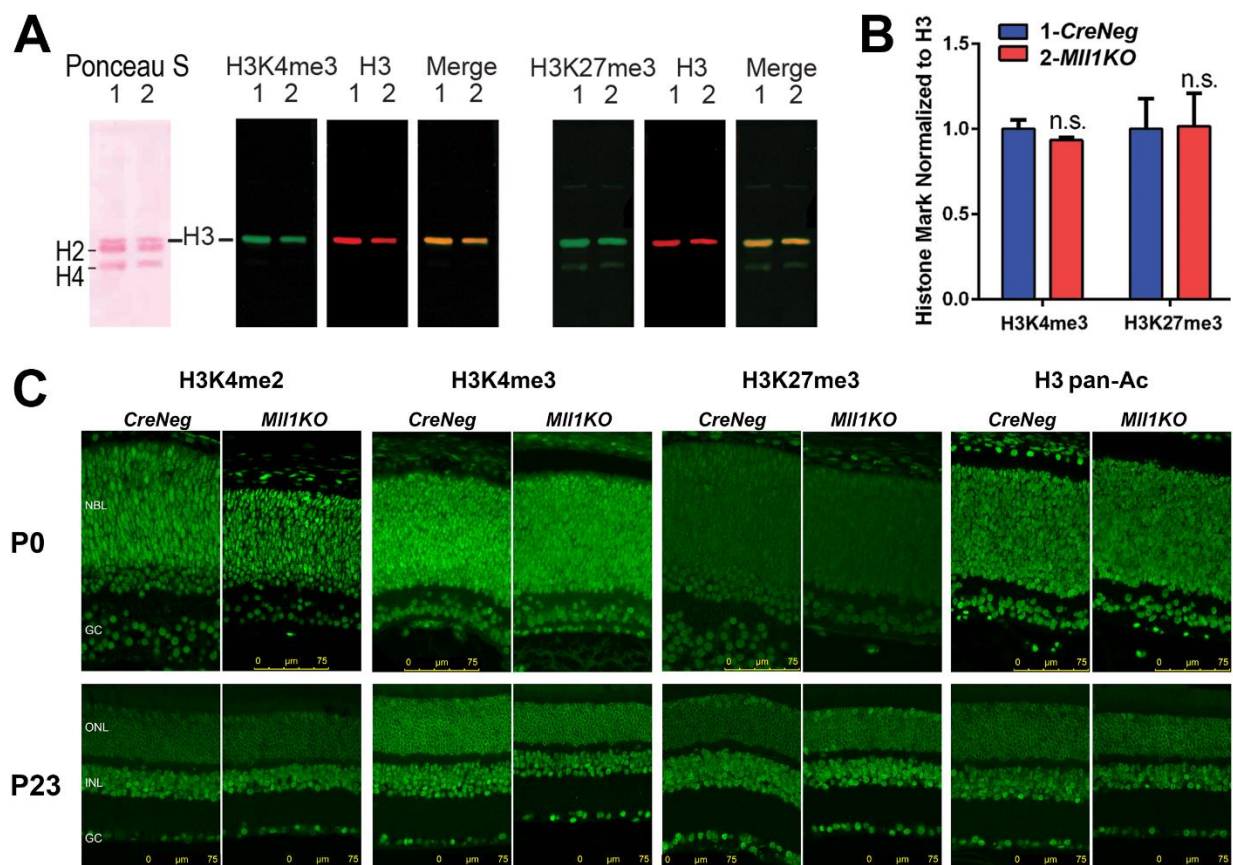

**Supplementary Figure S6:** Comparison of histone marks in *CreNeg* and *Mll1KO* retinas. (A) Histones were acid-extracted from P24 *CreNeg* (Lane 1) or *Mll1KO* (Lane 2) retinas as previously described (Hennig 2013). Western Blots were stained with Ponceau S for protein bands, then with the antibodies indicated (see Supplementary Table S2 for antibody information). “Merge” shows both channels together. (B) Quantification of band intensities, normalized to Histone H3. Results are presented as the mean+SEM of three experiments. (C) Histologic sections from P0 and P23 *CreNeg* and *Mll1KO* retinas were immunolabeled for the histone marks indicated. No obvious differences were seen between the different genotypes in the intensity, distribution, or nuclear pattern of staining at either age.

**Supplementary Table S1: *MLL1* PCR Primer Sequences**

| <b>Designation</b>        |                  | <b>Sequence</b>                  | <b>Location</b><br>in<br>NM_001081849 |
|---------------------------|------------------|----------------------------------|---------------------------------------|
| <b>Primer Set 1</b>       | qRT-PCR Forward  | 5'- AGGAAGCCCAAGAAAGGACTC -3'    | nt 10969-10989                        |
|                           | qRT-PCR Reverse  | 5'- AATCCCCAGCATCCGCAAAC-3'      | nt 11148-11129                        |
| <b>Primer Set 2</b>       | Forward deletion | 5'-TGAGTACAACCCTAACGATGAGGAA -3' | nt 11349-11373                        |
|                           | Reverse deletion | 5'- CGGAATCTCATGGGCATTG -3'      | nt 11444-11426                        |
| <b>Genotyping Primers</b> | MLL1-Flox_F      | 5'- TCTCTGAAGTAAGCCTTTCTTAG -3'  | (not in CDS)                          |
|                           | MLL1-Flox_R      | 5'- CAGTGGACATTCCAACCTTTCAA -3'  | (not in CDS)                          |

**Supplementary Table S2: Antibodies**

| <b>Antibody</b>      | <b>Source</b>         | <b>Species</b> | <b>Marks</b>              |
|----------------------|-----------------------|----------------|---------------------------|
| Activated Caspase-3  | R&D Systems AF835     | Rabbit         | Apoptotic cells           |
| AP-2-alpha (AP-2a)   | DSHB 3B5              | Mouse          | Amacrine cells            |
| Brn3a                | Millipore AB5945      | Rabbit         | GC                        |
| Calbindin D-28K      | Sigma C9848           | Mouse          | HC, AC                    |
| Calbindin D-28K      | Sigma C7354           | Rabbit         | HC, AC                    |
| Calretinin           | Millipore ab5054      | Rabbit         | AC, HC                    |
| Chx10                | Exalpha X1180P        | Sheep          | Progenitors, pan-BP       |
| CtBP2                | BD Biosciences 612044 | Mouse          | Cones, ribbon synapses    |
| Cyclin D1            | Sigma C7464           | Mouse          | Proliferating cells       |
| Cyclin D3            | Sigma AV03038         | Rabbit         | Proliferating cells       |
| Glutamine Synthetase | BD Biosciences 610517 | Mouse          | Mueller glia              |
| GlyT1                | Millipore AB1770      | Goat           | Glycinergic AC            |
| H3K4me2              | Abcam 7766            | Rabbit         | Histone H3 di-methyl K4   |
| H3K4me3              | Millipore 07-473      | Mouse          | Histone H3 tri-methyl K4  |
| H3K9me3              | Abcam 8898            | Rabbit         | Histone H3 tri-methyl K9  |
| H3K27me3             | Upstate 07-449        | Rabbit         | Histone H3 tri-methyl K27 |
| H3 pan-Ac            | Millipore 106-599     | Rabbit         | acetylated Histone H3     |
| Ki67                 | BD Biosciences 550609 | Mouse          | Proliferating cells       |
| Lim1 (4F2)           | DSHB AB 531784        | Mouse          | HC                        |
| MLL1                 | Bethyl A300-086A      | Rabbit         | MLL1                      |
| Neurofilament (NF-M) | DSHB 2H3              | Mouse          | Axons                     |
| Onecut 1 (HNF6)      | Santa Cruz sc-13050   | Rabbit         | HC, Cones                 |
| Onecut 2             | R&D AF6294            | Sheep          | HC                        |
| p27Kip1              | BD 610241             | Mouse          | Cycling cells, MG         |
| Pax6                 | DSHB Pax6             | Mouse          | Progenitors, AC           |
| Phospho-histone H3   | Millipore 06-570      | Rabbit         | Mitotic cells             |
| PKCa                 | Sigma P5704           | Mouse          | Rod BP                    |
| PNA-Rhodamine        | Vector Labs RL-1072   | (lectin)       | Cones                     |
| Prox1                | Millipore MAB5652     | Mouse          | HC, AC, BP                |
| Rhodopsin (RetP1)    | Sigma O4886           | Mouse          | Rods                      |
| Sall3                | Sigma HPA016656       | Rabbit         | Cones, HC                 |
| VGLUT1               | Millipore AB5905      | Guinea Pig     | PR synaptic terminals     |

**Supplementary Table S3. HC Gene PCR Primer Sequences**

| <b>Gene Name<br/>(Refseq #)</b>                 | <b>Designation</b>   | <b>Sequence</b>                                               | <b>Location</b>                              |
|-------------------------------------------------|----------------------|---------------------------------------------------------------|----------------------------------------------|
| <b>Cx57 (NM_010289)</b><br>(gap jct a10; Gja10) | Cx57 F1<br>Cx57 R1   | 5'- GGTTTGGACAGACAGATTAGG -3'<br>5'- GTGATGGGCTATTTTCTCCG -3' | nt 1251-1270 Exon 2<br>nt 1405-1386 Exon 2   |
| <b>OC1 (NM_008262)</b><br>( <i>Hnf6</i> )       | Oc1 F1<br>Oc1 R1     | 5'- GGAAAGAGCAAGAACACGG -3'<br>5'- GATGAGGACGATGAACTGC -3'    | nt 1491-1509; Exon 2<br>nt 1752-1694; Exon 2 |
| <b><i>Prox1</i><br/>(NM_008937)</b>             | Prox1 F4<br>Prox1 R4 | 5'- CAGAAGGACTCTCTTTGTCAC -3'<br>5'- GCTGAACCACTTGATGAGC -3'  | nt 2120-2140, Exon 2<br>nt 2355-2337, Exon 4 |

## REFERENCES

Hennig, A. H., Peng, G.-H., & Chen, S. Transcription coactivators p300 and CBP are necessary for photoreceptor-specific chromatin organization and gene expression. *PLoS ONE* **8**, e69721, doi:10.1371/journal.pone.0069721 (2013).

Macosko, E. Z. *et al.* Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. *Cell* **161**, 1202-1214, doi:10.1016/j.cell.2015.05.002 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

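RNA of P14 retinas was compared between 3 Mll1KO and 3 WT (C57BL/6J) libraries, each from 2 retinas. By the methods, the authors aligned single-end reads with STAR to a mouse Ensembl build, counted reads per gene with featureCounts, kept genes with more than 5 CPM (counts scaled to library size) in at least 5 samples and ran edgeR with default parameters. The RPKM values used here were made by the authors from those counts, scaled to gene length and library size. The log2 fold changes and average log2 CPM in the same table were made by the authors with edgeR before deposition, Mll1KO over WT. Its p-values and FDR were also made by the authors with edgeR, with the FDR adjusted over the deposited genes.

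The table held 11404 lines, of which 65 repeats were dropped, leaving 11339 genes. Gene symbols that a spreadsheet had turned into dates (18) were restored from the Ensembl identifiers. Positions came from GENCODE release 21 for mouse (GRCm38), which held 11323 of the identifiers. The largest distance of the authors' log2 fold change from the log2 ratio of mean RPKM was 0.016, so the deposited direction is Mll1KO over WT. Whole reads were recovered from the steps between RPKM values for 11338 genes, with a median distance from a whole read of 2.02e-04. The recovered library sizes ranged from 17961098 to 23836030 reads, and the measured genes held 98.7% of them in each library. Results for some genes are not reported here. The lowest count of a gene in a library was 90 reads.

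The plan named a count model for a table of counts and limma-trend for a table of normalized values. Since the table holds RPKM, limma-trend was used in place of the count model, on log2(RPKM + 0.5) with genotype as the only term and Benjamini-Hochberg adjustment over 11339 genes. Gene lists, the rule for named genes, the main tests and most alternatives were fixed before the data were examined. Named genes are those the paper names, the 12 with the largest increase and the 12 with the largest decrease among called genes whose libraries do not overlap between genotypes, and in each list up to 4 called members with the largest changes and up to 2 members not called. Some of the lists hold genes that retinal neurons, glia or photoreceptors share, and the paper's own groups are drop-seq clusters that were not used. Lists with at least 5 measured members (29 of them) were tested with limma's camera at a preset correlation of 0.01, adjusted over these lists, and again with an estimated correlation. The lists cover horizontal, ganglion, amacrine (GABAergic and starburst, glycinergic and nGnG), rod, cone, shared photoreceptor, bipolar (rod and ON, OFF cone) and Müller glia cells, astrocytes, reactive glia, microglia, vascular endothelium, pericytes, fibroblasts, pigment epithelium, lens, skeletal muscle, red blood cells, cell cycle, retinal progenitors, photoreceptor presynapse, phototransduction, H3K4 methyltransferases, PRC2 and H3K4 demethylases, published MLL1 targets, immediate early, p53, unfolded protein and heat shock genes, clustered protocadherins, long synaptic and adhesion genes and sex-linked genes.

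Alternatives were median-of-ratios and upper quartile scaling, scaling to the rod genes, pseudocounts of 0.1 and 2, the replicate letter as a block, each library left out in turn, an adjusted p under 0.01 and a minimum absolute log2 fold change of 0.5. Further alternatives were added after the data were seen, namely limma-voom on the recovered reads, a mean RPKM of at least 1 and the authors' p-values adjusted over the unique genes. Differences between the means of lists, all but the later-born minus earlier-born amacrine one chosen after values were seen, were compared with exact permutation of 3 against 3 libraries, whose smallest p is 0.1. On simulated data of the same size, with 50 genes changed at each fold, limma recovered 23 genes at a fold of 1.25, 48 at 1.5, 49 at 2 and 49 at 3, and called 8 of 11139 unchanged genes. The work used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.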

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

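Chosen only after the results were seen were the leaving out of Kmt2a and the comparison with other stretches of the genome, the same test over genes with a known position, the spread in the pigment epithelium test and the random lists in the rod test.

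All of the following genes lie outside those the paper discusses and differ between the genotypes. The 12 with the largest increase and the 12 with the largest decrease were ranked among called genes whose libraries do not overlap between genotypes. The 12 genes with the largest increase were Abcd4 (2.87) and 5430419D17Rik (2.19), BC055402 (2.17), Syne3 (1.88), Gckr (1.75), Guca1a (1.55), Slc7a11 (1.51), Bcan (1.51), Mef2c (1.51), Penk (1.44), 2900052N01Rik (1.43) and Col1a2 (1.34), and those with the largest decrease Kif19a (−1.96), Hspa8 (−1.86), Mab21l2 (−1.70), Bahcc1 (−1.48), Tubb2b (−1.31), Islr2 (−1.14), Six3os1 (−1.12), Pcsk6 (−1.09), Chrna3 (−1.02), Tnfrsf8 (−1.02), Pou4f2 (−1.02) and Crym (−1.0) (log2 fold changes, all called by limma). Lists of genes that the paper does not report on were the astrocyte (0.44), reactive glia (0.29), clustered protocadherin (−0.17), immediate early (0.10, which turns to −0.07 when scaled to the rod genes) and unfolded protein and heat shock (0.05, which turns to −0.12) lists (medians), called by camera with a preset correlation and by none with an estimated one.

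Large changes of single genes lie partly near the Kmt2a gene. Extra copies of a long piece of DNA around Abcd4, such as a transgene may carry, are argued against, since the 3 other measured genes within 100 kb had a median of −0.10, though Ltbp2, 166 kb away, was higher (0.87), and copies of a shorter piece stay open. Within 10 Mb of Kmt2a, 10 of 116 genes changed by at least 0.5 (8.62%), against 362 of 11222 elsewhere (3.23%; one-sided Fisher's exact p = 0.00477, Kmt2a left out; 16 genes elsewhere have no known position, and p = 0.00455 without them), and 7 of 356 overlapping stretches of 20 Mb elsewhere reach as high a share. DNA of another strain kept beside the floxed allele may thus add to the changes there, though the mice were backcrossed to C57BL/6J, and loss of MLL1 itself stays open, untested.

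Pmel (log2 fold change −1.51) and Gpnmb (−1.26) had low values in Mll1KO libraries a and c and in WT library b, and neither passed the test (adjusted p = 0.113 and 0.221 from limma). Less pigment epithelium in the Mll1KO samples could explain them. The other 6 measured genes of that tissue had a median of −0.18 and ranged from −0.84 to 0.30, a spread that leaves this open although the median met the bound of −0.2 set in advance against it. All 6, like Pmel and Gpnmb, were lowest in library b among WT libraries and highest in library b among Mll1KO libraries. The genes of this tissue thus varied together between libraries of the same genotype. An effect of the loss of MLL1 stays open, untested.

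Rod genes were higher as a list, and a larger share of rods in the RNA would raise them alike. Of 18 rod genes, 15 (83.3%) lay within 0.25 of the list median, which met the bound of 80% set in advance for it. Of 10000 random lists of the same size and expression, 23.9% did as well, so the test says little, and a larger share of rods may or may not account for the list. Higher transcription in each rod stays open, untested.

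The split into Mll1KO and WT called 2651 genes with limma, and the highest of the other splits of the 6 libraries called 0 (4186 and at most 409 genes at an unadjusted p under 0.05). Only 1 of 10 splits reached the real count, and 10 splits are too few for a share under 0.05.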

How the results depend on the processing

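Chosen only after the data were seen were limma-voom on recovered reads, the mean RPKM minimum and the adjustment of the authors' p over unique genes. No gene called by limma was called in the other direction in any alternative run. With an estimated correlation camera called 0 lists, with medians as before and adjusted p of 0.274 for horizontal (−0.46), 0.122 for ganglion (−0.53), 0.116 for rod (0.24), 0.184 for cone (0.21), 0.116 for shared photoreceptor (0.17), 0.183 for bipolar (−0.21), 0.116 for OFF cone bipolar (−0.64), 0.122 for Müller glia (0.0947) genes. An adjusted p under 0.01 left 539 higher and 748 lower genes, and an absolute log2 fold change of at least 0.5 left 177 and 196. Scaled to the rod genes, 375 were higher and 6816 lower, and the direction turned for the shared photoreceptor (−0.0141), Müller glia (−0.0864), fibroblast (−0.12), immediate early (−0.0659) and unfolded protein and heat shock (−0.12) lists and for Pdc (−0.14), Pdgfrb (−0.16), Syp (−0.12) and Ezh1 (−0.00740), by the shift of all genes that the scaling makes. With medians per list the late-born minus early-born amacrine difference was 0.0568, and the cause was not tested. With a library left out, lower genes ranged from 1025 (without WT replicate b) to 1561 and higher genes from 672 to 980. The gap in Spearman correlation ranged from 0.00634 to 0.00829 and Nr4a1 from −0.19 (without Mll1KO replicate a, adjusted p = 0.0435 from limma) to 0.19. Xist ranged from −2.64 to 0.81 (without Mll1KO replicate b, adjusted p = 2.32e-05 from limma), which follows its 0.590 RPKM in that library. Each of these fits had fewer libraries. Of 187 named genes, those that kept direction and side of the threshold were 178 with median-of-ratios, 178 with upper quartile and 132 with rod scaling, 187 with pseudocount 0.1, 187 with pseudocount 2, 181 with limma-voom, and 167 to 178 with a library left out. What the replicate letters share is not stated. Across genotypes, 0 libraries correlate best with their own letter, which with 3 pairs cannot exclude a shared batch. Library sizes fell from a to b to c in both genotypes. As a block the letters gave 891 higher and 1346 lower genes. Not run were the planned tests and filters on raw counts, since the table holds filtered RPKM, library size alone, which is the main scaling, and Spearman correlation over unfiltered genes. Called higher and lower were 1085 and 1826 genes with limma-voom and 995 and 1631 with the mean RPKM minimum, and 1111 genes higher in Mll1KO and 1843 genes lower in Mll1KO with the authors' p adjusted over the unique genes. Genes under the CPM minimum are not measured.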

Differences from the paper's values

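The exact test on the mean of the rod and ON list was chosen only after the results were seen, and the other tests of this part before.

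The paper's reduction of Oc1 by qRT-PCR is 80%, and the reduction of Onecut1 in the RNAseq libraries was 47.9%. Of the alternatives set before the data were examined, scaling to the rod genes (54.0%) brings both within 1.5 times of each other, while median-of-ratios scaling (46.6%), upper quartile scaling (46.8%) and leaving out each library in turn (44.3 to 52.2%) do not. The paper's reduction of Prox1 by qRT-PCR is 50%, and the reduction of Prox1 in the RNAseq libraries was 30.3%. Of the alternatives set before the data were examined, scaling to the rod genes (38.5%) brings both within 1.5 times of each other, while median-of-ratios scaling (28.6%), upper quartile scaling (28.8%) and leaving out each library in turn (28.9 to 32.2%) do not. The 1.5 times is taken between percent reductions. Taken between the parts of transcript that remain, the comparison would come out otherwise for both genes, so it does not show that rod scaling reconciles the assays. The paper's values compare Mll1KO with CreNeg littermates by another assay.

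The paper states that the amacrine gene group was decreased. The amacrine list used here, which differs from the paper's drop-seq group, had 9 lower and 4 higher genes of 26, and camera did not call it (adjusted p = 0.943). Its median (−0.09) and mean (−0.05) were below 0, the direction the paper gives, though the median moves to −0.04 without Mll1KO replicate a and −0.04 without Mll1KO replicate b. Its mean relative to WT was −0.08, −0.11 and 0.03 in Mll1KO libraries a, b and c, the last above all 3 WT libraries. Of its genes that the paper names, Calb2 (−0.50), Pax6 (−0.35), Tfap2a (−0.34) and Gad2 (−0.52) were lower and Gad1 (0.30) and Slc6a9 (0.24) higher. The paper states that late-born amacrine subtypes were reduced more than earlier-born ones. Of the later-born list 1 gene was lower and 2 were higher, and the difference of means between the lists was −0.05 (exact two-sided permutation p = 0.1, the smallest possible), the direction the paper gives, but 0.06 with medians. In its supplement the paper contrasts late-born nGnG with early-born GABAergic cells, while the later-born list here pools nGnG with glycinergic genes. The 2 higher genes were the glycine transporter genes Slc6a9 (0.24) and Slc6a5 (0.26), and the lower one was Ebf3 (−0.51). Genes of nGnG cells were not tested apart. The paper states that gene expression was decreased in all bipolar subtypes. The rod and ON list had 5 lower and 0 higher genes of 14 and was not called by camera (adjusted p = 0.302), while its mean was −0.12 ± 0.006 in Mll1KO relative to WT (SD, n = 3), with all 3 Mll1KO libraries below all 3 WT libraries (exact two-sided permutation p = 0.1, the smallest possible), the direction the paper gives.

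The paper states that Mll2 was at similar levels as in normal retina, and Kmt2b was called lower (−0.18, adjusted p = 0.0143 from limma) at 87.9% of WT, though not without WT replicate b or Mll1KO replicate c (adjusted p = 0.0592 to 0.0608 from limma). The paper describes Slc17a7 transcription as largely normal, and it was called higher (0.22, adjusted p = 0.0116 from limma), which was lost when scaled to the rod genes. The methods give the minimum of 5 CPM in at least 5 samples, and every gene of the deposited table passes it in all 6 libraries.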

Other observations

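The 31 measured collagen genes, picked after other gene families had also been looked at, and the relation with gene length were chosen only after results were seen. Genes of vessels went both ways in Mll1KO retinas. The vascular endothelium list had 4 lower and 2 higher of 11 genes (3 higher and 7 lower when adjusted over the list alone; median −0.21; camera adjusted p = 0.302). Kdr, the main receptor of VEGF, was at 22.3 ± 2.0 RPKM in Mll1KO and 37.6 ± 2.8 RPKM in WT (SD, n = 3 each; log2 fold change −0.74, adjusted p = 0.000115 from limma), and the endothelial junction gene Cldn5 (−0.36) and Vwf (−0.36) were lower, whereas the transporter gene Slco1a4 (0.59) was higher. The 3 lower pericyte genes of 7 were Cspg4 (−0.28), Rgs5 (−0.27) and Abcc9 (−0.25) (0 higher and 4 lower when adjusted over the list alone; median −0.27; camera adjusted p = 0.0644; adjusted p = 0.408 with an estimated correlation). The mean of the pericyte list was 0.08, −0.32 and 0.24 in WT libraries a, b and c and −0.39, −0.38 and −0.38 in Mll1KO libraries a, b and c, relative to the WT mean, so WT replicate b stands apart from the other WT libraries, as it does for the pigment epithelium genes. Without WT replicate b (adjusted p = 0.00269) or Mll1KO replicate c (adjusted p = 0.0464) limma's camera called the pericyte list lower, as it did with median-of-ratios (adjusted p = 0.0433) and upper quartile scaling (adjusted p = 0.0452) and with the replicate letter as a block (adjusted p = 0.0437). Of 6 fibroblast genes, Fbln1 (1.32) and Col1a2 were higher (3 higher and 1 lower when adjusted over the list alone; median 0.02, which turns to −0.12 when scaled to the rod genes; mean 0.36; camera adjusted p = 0.0984; adjusted p = 0.432 with an estimated correlation). Limma's camera called the fibroblast list without WT replicate a (adjusted p = 0.0401), with a mean RPKM of at least 1 (adjusted p = 0.0372) and, with a median below 0, when scaled to the rod genes (adjusted p = 0.00234). Its median moves to 0.07 without WT replicate a, 0.00242 without WT replicate b, 0.00596 without WT replicate c and 0.04 without Mll1KO replicate a. Of 31 collagen genes, 15 were higher and 5 lower, with a median of 0.23. Of 7 microglia genes, 1 was higher and none was lower (median 0.03; camera adjusted p = 0.302), a median that moves to 0.05 without WT replicate a, 0.00766 without WT replicate b, 0.00511 without WT replicate c, 0.06 without Mll1KO replicate a, −0.04 without Mll1KO replicate b and 0.06 without Mll1KO replicate c.

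Clustered protocadherin genes, which give neurons their surface identity, were lower or not past the test in Mll1KO, with 9 lower and none higher of 23 (9 lower when adjusted over the list alone; median −0.17; camera adjusted p = 0.0015; adjusted p = 0.116 with an estimated correlation), for example Pcdhb21 (−0.32) and Pcdhb16 (−0.31). Of 32 long synaptic and adhesion genes, 11 were lower and 2 higher (3 higher and 12 lower when adjusted over the list alone; median −0.04; camera adjusted p = 0.292; the median moves to −0.03 without Mll1KO replicate a and −0.07 without Mll1KO replicate c), with Dscam (−0.44) and Dscaml1 (−0.46) lower and Gabra2 (1.06) higher. Of the polycomb and H3K4 demethylase genes, Ezh2 (−0.37), Kdm6b (−0.43) and Jarid2 (−0.25) were lower and Ezh1 (0.17) higher, which turns to −0.01 when scaled to the rod genes (1 higher and 3 lower of 11, 1 higher and 3 lower when adjusted over the list alone; median −0.06; camera adjusted p = 0.811; the median moves to −0.02 without Mll1KO replicate a), and Eed had a log2 fold change of −0.06, adjusted p = 0.357 from limma. Of 3 published MLL1 targets, Meis1 (−0.56) and Cdkn1b were lower and Pbx3 (−0.06, adjusted p = 0.596 from limma) was not past the test (median −0.17). Of 8 p53 response genes, the cell death genes Bbc3 (−0.54) and Bax (−0.27) were lower (0 higher and 3 lower when adjusted over the list alone; median −0.11; camera adjusted p = 0.0864). Without Mll1KO replicate c limma's camera called the p53 list lower (adjusted p = 0.0149), with a median of −0.17. Over all libraries it had an adjusted p = 0.432 with an estimated correlation.

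The immediate early list (1 higher and 0 lower of 7, 3 higher and 0 lower when adjusted over the list alone; median 0.10; camera adjusted p = 0.0479; adjusted p = 0.471 with an estimated correlation) had Fos higher (0.62, adjusted p = 0.0102 from limma), and the unfolded protein and heat shock list (3 higher and 0 lower of 12, 3 higher and 0 lower when adjusted over the list alone; median 0.05; camera adjusted p = 0.0437; adjusted p = 0.408 with an estimated correlation) had Herpud1 (0.30), Hspa1a (0.23) and Ddit3 (0.20) higher. Both medians turn below 0 when scaled to the rod genes. The immediate early median moves to 0.07 without Mll1KO replicate a and 0.19 without Mll1KO replicate b, and the unfolded protein median to 0.03 without Mll1KO replicate a. The immediate early list lost its call without WT replicate b (adjusted p = 0.108), WT replicate c (adjusted p = 0.0613) or Mll1KO replicate a (adjusted p = 0.443), and the unfolded protein list without WT replicate c (adjusted p = 0.0776), Mll1KO replicate a (adjusted p = 0.112) or Mll1KO replicate c (adjusted p = 0.0731), all from limma's camera. The immediate early list also lost it with median-of-ratios (adjusted p = 0.0715) and upper quartile scaling (adjusted p = 0.0617), a pseudocount of 0.1 (adjusted p = 0.05) and limma-voom (adjusted p = 0.0563), and the unfolded protein list with limma-voom (adjusted p = 0.0579) and when scaled to the rod genes (adjusted p = 0.0746). Scaled to the rod genes, Herpud1 (adjusted p = 0.0632), Hspa1a (adjusted p = 0.441), Ddit3 (adjusted p = 0.728), Ezh1 (adjusted p = 0.904), Dll1 (adjusted p = 0.289) and Ccnd3 (adjusted p = 0.565) were not called by limma. Calls were lost for Hspa1a without WT replicate a or b or Mll1KO replicate a or c (adjusted p = 0.095 to 0.129 from limma) and with limma-voom (adjusted p = 0.0529), for Ddit3 without Mll1KO replicate c (adjusted p = 0.0578 from limma), for Ezh1 without WT replicate b or c or Mll1KO replicate a, b or c (adjusted p = 0.0686 to 0.143 from limma), for Abcc9 without WT replicate a, b or c or Mll1KO replicate a or b (adjusted p = 0.0721 to 0.11 from limma), for Cspg4 without WT replicate a or Mll1KO replicate c (adjusted p = 0.0589 to 0.0594 from limma), for Pcdhb21 without WT replicate a (adjusted p = 0.0585 from limma) and for Pcdhb16 without WT replicate b or c or Mll1KO replicate b (adjusted p = 0.0515 to 0.0939 from limma). With the replicate letter as a block, Hspa1a (adjusted p = 0.0618 from limma), Ezh1 (adjusted p = 0.0664 from limma), Pcdhb16 (adjusted p = 0.0569 from limma) and Dll1 (adjusted p = 0.0719 from limma) were not called. Abcc9 was not called with median-of-ratios or upper quartile scaling (adjusted p = 0.0627 from limma for each). The cell cycle list had Ccnd3 higher (0.21) and Mcm6 lower (−0.25) of 10 genes (median 0.00; camera adjusted p = 0.742; the median moves to −0.01 without WT replicate a, −0.00168 without WT replicate b, 0.01 without WT replicate c, 0.00746 without Mll1KO replicate a, −0.03 without Mll1KO replicate b and 0.03 without Mll1KO replicate c), and Ccnd1 had a log2 fold change of −0.04, adjusted p = 0.719 from limma. Of 3 retinal progenitor genes, Dll1 was higher (0.28, adjusted p = 0.0333 from limma) and Rax had a log2 fold change of 0.13, adjusted p = 0.228 from limma. Calls were lost for Ccnd3 without WT replicate a or b or Mll1KO replicate a or c (adjusted p = 0.0523 to 0.0866 from limma), for Mcm6 without WT replicate a or Mll1KO replicate c (adjusted p = 0.0518 to 0.0528 from limma) and for Dll1 without WT replicate a or c or Mll1KO replicate a or c (adjusted p = 0.0716 to 0.1 from limma). No gene passed limma's test among 4 red blood cell genes (median 0.50), 2 lens genes (median 0.41) and the pigment epithelium genes (median −0.28). The pigment epithelium median moves to −0.08 without WT replicate a, −0.02 without WT replicate c and −0.13 without Mll1KO replicate a. It moves to −0.54 without Mll1KO replicate b and −0.15 without Mll1KO replicate c. Without WT replicate c, Hbb-bs (0.97, adjusted p = 0.00787 from limma) and Hba-a1 (0.85, adjusted p = 0.00964 from limma) were called higher. Cryaa was called higher without Mll1KO replicate c (1.48, adjusted p = 0.0138 from limma). Dct was called lower without WT replicate b (−1.50, adjusted p = 0.0363 from limma) and Ttr without Mll1KO replicate b (−0.54, adjusted p = 0.0311 from limma). Of skeletal muscle, 0 genes were measured. Across 11323 genes, which are not independent replicates, Spearman's rho of gene span with log2 fold change was −0.11, and 111 of the 1133 genes with the shortest spans were lower and 115 higher, against 267 lower and 125 higher of the 1133 with the longest.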
